# Mitochondrial ROS Triggers KIN Pathogenesis in FAN1-Deficient Kidneys

**DOI:** 10.3390/antiox12040900

**Published:** 2023-04-08

**Authors:** Merlin Airik, Haley Arbore, Elizabeth Childs, Amy B. Huynh, Yu Leng Phua, Chi Wei Chen, Katherine Aird, Sivakama Bharathi, Bob Zhang, Peter Conlon, Stanislav Kmoch, Kendrah Kidd, Anthony J. Bleyer, Jerry Vockley, Eric Goetzman, Peter Wipf, Rannar Airik

**Keywords:** FAN1, karyomegalic interstitial nephritis, DNA damage, oxidative stress, chronic kidney disease

## Abstract

Karyomegalic interstitial nephritis (KIN) is a genetic adult-onset chronic kidney disease (CKD) characterized by genomic instability and mitotic abnormalities in the tubular epithelial cells. KIN is caused by recessive mutations in the FAN1 DNA repair enzyme. However, the endogenous source of DNA damage in FAN1/KIN kidneys has not been identified. Here we show, using FAN1-deficient human renal tubular epithelial cells (hRTECs) and FAN1-null mice as a model of KIN, that FAN1 kidney pathophysiology is triggered by hypersensitivity to endogenous reactive oxygen species (ROS), which cause chronic oxidative and double-strand DNA damage in the kidney tubular epithelial cells, accompanied by an intrinsic failure to repair DNA damage. Furthermore, persistent oxidative stress in FAN1-deficient RTECs and FAN1 kidneys caused mitochondrial deficiencies in oxidative phosphorylation and fatty acid oxidation. The administration of subclinical, low-dose cisplatin increased oxidative stress and aggravated mitochondrial dysfunction in FAN1-deficient kidneys, thereby exacerbating KIN pathophysiology. In contrast, treatment of FAN1 mice with a mitochondria-targeted ROS scavenger, JP4-039, attenuated oxidative stress and accumulation of DNA damage, mitigated tubular injury, and preserved kidney function in cisplatin-treated FAN1-null mice, demonstrating that endogenous oxygen stress is an important source of DNA damage in FAN1-deficient kidneys and a driver of KIN pathogenesis. Our findings indicate that therapeutic modulation of kidney oxidative stress may be a promising avenue to mitigate FAN1/KIN kidney pathophysiology and disease progression in patients.

## 1. Introduction

Bi-allelic pathogenic variants in the FAN1 gene lead to a multisystem disorder that includes chronic kidney disease, pulmonary infections and fibrosis, and increased susceptibility to cancer [1,2]. The major clinical manifestation of this condition is chronic tubulointerstitial kidney disease, with slowly progressive loss of kidney function leading to the need for dialysis or a kidney transplant in the 4th or 5th decade of life. Kidney biopsies from patients with FAN1 mutations exhibit markedly enlarged nuclei in renal tubular epithelial cells and interstitial fibrosis, a pathologic condition known as karyomegalic interstitial nephritis (OMIM: 614817) [3,4,5,6,7,8,9]. FAN1 patients may be more susceptible to developing cancer at extrarenal sites and sepsis after kidney transplantation [8]. While FAN1 is required for DNA interstrand crosslink repair [10,11,12,13] and countering replication stress [7,14,15], the specific target of FAN1 function in the kidney remains unknown. In addition, although exposure to environmental toxins or endogenous metabolism byproducts has been speculated to trigger KIN pathophysiology, the nature and source of the endogenous or exogenous stressor(s) responsible for causing DNA damage and on which FAN1 acts in vivo remain unclear. 

A major source of endogenous DNA damage in kidney tubular cells is the overproduction of reactive oxygen species (ROS), which can result from impaired mitochondrial oxidative metabolism, lowered antioxidant capacity, or impaired DNA repair mechanisms [16,17]. Regardless of the etiology, intracellular accumulation of ROS is associated with increased oxidative stress and oxidative DNA damage in the kidneys and is implicated in the development and progression of chronic kidney disease in humans [18,19,20,21,22]. The mitochondrial electron transport chain (ETC) is one of the major sources of endogenous ROS under normal aerobic conditions due to electron leakage at complexes I and III [19]. Mitochondria are abundant in the kidney proximal tubule cells, where they are central for fatty acid oxidation (FAO)-dependent ATP production [23]. Mitochondrial stress induced by chemicals or disease increases reactive oxygen species (ROS) generation. An increase in mitochondrial ROS negatively impacts mitochondrial energy production and can lead to nuclear DNA damage [24]. Moreover, the overproduction of ROS can increase the sensitivity of cells to other genotoxic nephrotoxins, such as mitomycin C (MMC) or cisplatin [25,26,27].

Our previous study demonstrated that FAN1-deficient kidneys have increased oxidative DNA damage after nongenotoxic obstructive injury [28], suggesting that loss of FAN1 function confers susceptibility to oxidative stress and associated DNA damage in the kidneys. This loss of FAN1 function is central to the pathophysiology of KIN in affected humans, who rarely report exposure to genotoxic injury in their clinical histories [5,8]. To test this hypothesis, we analyzed the mitochondrial function and levels of oxidative stress and DNA damage in FAN1 knockout hRTECs and FAN1-null kidneys after treatment with a subclinical dose of cisplatin that induced mitochondrial damage but had a negligible effect on nuclear DNA. Depletion of mitochondrial ROS by the mitochondrial-targeted ROS and electron scavenger JP4-039 prevented the accumulation of DNA damage in FAN1-deficient kidney tubular cells in vitro and in FAN1-null kidneys in vivo and preserved kidney function in FAN1-null mice after cisplatin injury. Our findings suggest that mitochondrial ROS are an important endogenous source of nuclear DNA damage in FAN1-deficient kidneys, which triggers the pathophysiology of karyomegalic interstitial nephritis. 

## 2. Materials and Methods

### 2.1. Mouse Lines Used and Study Approval 

FAN1KO (Ggt1-Cre dependent proximal tubule FAN1 deletion) [28] and *FAN1tm1d/tm1d* (whole body FAN1 knockout) mice that were 8–12 weeks old were backcrossed at least for 5 generations to a 129Sv-Elite background (Charles River, strain code: 476) and maintained in accordance with the IACUC requirements in the Division of Laboratory Animal Resources at the University of Pittsburgh. Animals were randomly assigned to experimental groups, which included vehicle control, cisplatin only, and cisplatin + JP4-039. Male and female mice that were 8–12 weeks old were injected intraperitoneally (i.p.) with 2 mg/kg of cisplatin (Fresenius Kabi), diluted in a normal saline solution. Control mice received normal saline injections of equivalent volumes. JP4-039 was injected by i.p. at 10 mg/kg body weight (dissolved in 50% PEG-400/50% H_2_O) starting 1 day before the cisplatin injection and continuing for 7 days after the last cisplatin administration (2-week treatment). JP4-039 (synthesized and QC’d in the laboratory of Dr. P. Wipf) [29] was prepared at a stock concentration of 0.1 mg/mL in DMSO. Mice were euthanized 14 days after the second cisplatin injection.

### 2.2. Measurement of Renal Function

Renal function was assessed with blood urea nitrogen (BUN). BUN levels in serum were measured using a kit per the manufacturer’s protocol (#K024-H1, Cayman Chemical, Ann Arbor, MI, USA).

### 2.3. Histological and Immunofluorescence Analysis of Kidney

Kidneys were fixed with 4% paraformaldehyde overnight at 4 °C, embedded in paraffin, and sectioned at 5 μm thickness. Staining with periodic acid–Schiff (PAS; #395B-1KT Sigma-Aldrich, St. Louis, MO, USA) reagents was performed according to the manufacturer’s protocols. For immunostaining, paraffin sections were rehydrated, and antigen retrieval was performed using citrate buffer (pH6). Then the sections were blocked in 10% donkey serum, 0.5% Triton, and 1% BSA in PBS for 1 h at RT and incubated with primary antibodies overnight at 4 °C. Following overnight incubation, coverslips were washed three times with PBS, incubated with a secondary antibody (Alexa Fluor, Life Technologies, Carlsbad, CA, USA) for 1 h and 30 min, rinsed with PBS, and counterstained with DAPI. Images were obtained using a Leica SP8 confocal microscope. Fluorescence was quantified using the ImageJ software (NIH, Bethesda, MD, USA).

### 2.4. Immunohistochemistry

Immunohistochemical studies were performed on sections of paraformaldehyde-fixed and paraffin-embedded kidney tissues. Endogenous peroxidases were inactivated using 3% hydrogen peroxide, followed by blocking with 10% donkey serum, 0.5% Triton, and 1% BSA in PBS. Sections were incubated with primary antibodies overnight at 4 °C. The sections were then washed and incubated for 1 h with a secondary antibody. Histochemical reactions were detected with the ABC Elite kit (Vector Laboratories, Newark, CA, USA) according to the manufacturer’s instructions. 

### 2.5. Antibodies

Primary antibodies and lectins used in this study are shown in Supplementary Table S1. Secondary antibodies included donkey anti-rabbit Alexa Fluor 594, donkey anti-rabbit Alexa Fluor 488, donkey anti-mouse Alexa Fluor 594, or donkey anti-mouse Alexa Fluor 488 (all from Molecular Probes, Eugene, OR, USA), and goat anti-rabbit IgG-HRP (sc-2004, Santa Cruz, Dallas, TX, USA). Samples were mounted in Fluoromount Aqueous Mounting Medium (F4680, Sigma-Aldrich, St. Louis, MO, USA), and images were captured on a Leica SP8 confocal microscope (Leica Microsystems, Wetzlar, Hesse, Germany). 

### 2.6. RNA Extraction and qRT–PCR 

RNA was isolated from mouse kidneys using a Quick-RNA Miniprep kit (R1055, Zymo Research, Irvine, CA, USA), and the cDNA was synthesized from 0.5 μg of total RNA using an iScript cDNA synthesis kit (Bio-Rad, Hercules, CA, USA). Quantitative real-time PCR was carried out using the SYBRGreen Master Mix and run on a CFX96 real-time PCR system (Bio-Rad, Hercules, CA, USA). Relative expression levels of mRNAs were normalized to Gapdh or 18SrRNA. Genotyping and qPCR primers used in this study are shown in Supplementary Table S2.

### 2.7. Cell Culture 

Immortalized human proximal tubule epithelial cells (hRPTECs) were cultured in DMEM/F12 medium supplemented with 5% FBS (Atlas Biologicals), 100 U/mL penicillin, 100 μg/mL streptomycin, Insulin-Transferrin-Selenium, and Glutamax-I (Gibco, Waltham, MA, USA). Cell culture plates were coated with 5 μg/cm^2^ rat tail collagen-1 (Corning 354236, Corning, NY, USA) and incubated for 1h. The cells were cultured in a humidified incubator with 5% CO_2_ at 37 °C [28]. For treatment with cisplatin and JP4-039, cells were seeded for 24 h and left untreated or treated with 5 μM cisplatin for 1 h, followed by two rises with PBS and replaced with fresh media. When JP4-039 treatment was performed following cisplatin treatment, cells were daily provided with a fresh media ±JP4-039 (5 μM) for the duration of the culture period. Treatments with the compounds were initiated when the cells were at 70% confluency.

### 2.8. YSI Metabolite Measurements

Glucose consumption and lactate production were measured using a YSI 2950 Bioanalyzer as conducted before [30]. The media was harvested 24 or 72 h later, and cells were counted to normalize for proliferation.

### 2.9. Oroboros Respirometry

Mitochondrial respiration was measured with an Oroboros Oxygraph-2K [31]. RPTEC cells were resuspended in a mitochondria isolation buffer (50 mM K-phosphate pH 7.1; 250 mM sucrose, 1 mM EDTA, 2.5% glycerol) and broken using a ball-bearing cell homogenizer (isobiotec Vertriebs UG, Heidelberg, Germany) with a 10 µM clearance. The lysate was centrifuged at 600× *g* to pellet any remaining unbroken cells and large organelles (nuclei, ER). The supernatant was centrifuged at 10,000× *g* and the resulting mitochondrial pellet was gently dispersed in MiR05 mitochondrial respiration buffer. Parental mitochondria were placed into one sealed chamber of the Oxygraph-2K and FAN1KO mitochondria into the other chamber. Cytochrome C (10 μM) was added to account for any loss of endogenous cytochrome C. Substrate additions were malate (2 mM), followed by 1.25 mM ADP to stimulate state 3 respiration. Next, 5 mM pyruvate and 5 mM glutamate were added to drive Complex I and 10 mM succinate to drive the combined activity of Complex I + II. Maximum respiration was stimulated with the uncoupler carbonyl cyanide m-chlorophenylhydrazone (CCCP; 1 μM), and finally, the Complex I inhibitor rotenone was applied to enable the determination of isolated maximal Complex II respiration. Oxygen consumption rates were normalized to protein content. The parental versus FAN1KO comparison was repeated three times with biological replicates. To facilitate the combining of data across multiple days, after protein normalization, all values within each day were further normalized to the maximum, uncoupled respiration induced by CCCP in the parental cell line mitochondria.

### 2.10. Immunofluorescence

Cells plated on coverslips were washed once with PBS and fixed with 4% paraformaldehyde for 10 min. Fixed cells were then exposed to 0.5% Triton-X 100 for 10 min for permeabilization. Cells were blocked in 10% donkey serum, 0.25% Tween, and 1% BSA in PBS for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C. Following overnight incubation, coverslips were washed three times with PBS, then incubated with a secondary antibody (Alexa Fluor, Life Technologies, Carlsbad, CA, USA) for 1 h and counterstained with DAPI. Images were obtained using a fluorescence microscope. 

### 2.11. Subcellular Fractionation

Subcellular fractionations were isolated using a subcellular fractionation kit (#78840, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. The fractionated protein lysates were analyzed with western blotting using indicated antibodies. 

### 2.12. Western Blotting

Kidney tissues and hRTECs were harvested, washed with 1xPBS, and lysed in RIPA lysis buffer (Pierce, Waltham, MA, USA) supplemented with a protease and phosphate inhibitor cocktail (Pierce, #A32959, Waltham, MA, USA) and homogenized with a sonicator. Lysates were clarified by centrifugation at 16,000× *g* for 30 min at 4 °C. Gel electrophoresis of tissue lysates was performed using the NuPAGE system (Invitrogen, Waltham, MA, USA). Samples were resolved on 4–12% Bis-Tris gels and transferred onto the PVDF membrane. Membranes were blocked with 5% milk in TBST and probed with primary and secondary antibodies, respectively.

### 2.13. Measurement of Mitochondrial ROS 

Mitochondrial ROS was measured using MitoSOX Red dye (Invitrogen, M36008, Waltham, MA, USA). hRTECs were stained with 5 μM of MitoSOX Red for 30 min at 37 °C and washed 2× with PBS. MitoSOX fluorescence intensity was analyzed by flow cytometry using a BD Accuri C6 flow cytometer or treated cells and was visualized immediately with a Leica SP8 confocal microscope. Flow cytometry data were analyzed by the FlowJo software (Tree Star Inc., Ashland, OR, USA). 

### 2.14. Measurement of Cellular ROS 

Intracellular superoxide production in hRTECs was measured by fluorescence staining of CM-H2DCFDA or CellRox Green (ThermoFisher, Waltham, MA, USA) per the manufacturer’s protocol. Briefly, cells were incubated with both dyes (5 μM) for 30 min at 37 °C. After staining, the cells were washed and imaged immediately using a Leica SP8 confocal microscope. ROS generation in kidneys was assayed using CM-H2DCFDA. Unfixed kidney cryosections were incubated with 5 μM CM-H2DCFDA in PBS for 30 min at 37 °C in the dark. Samples were then washed three times, and images were obtained with a confocal microscope. The intensity of the fluorescence was quantified by the NIH Image J software.

### 2.15. ATP Measurement

ATP content in hRTECs was measured using an ATP Colorimetric Assay Kit (ab83355, Abcam, Cambridge, Great Britain) according to the manufacturer’s instructions.

### 2.16. Oil Red O Staining

For lipid staining, 4 µm frozen kidney sections were rinsed with distilled, deionized water, rinsed briefly with 60% isopropanol, stained with Oil Red O (Sigma-Aldrich, #O1391, St. Louis, MO, USA) for 1 h, and then subjected to standard hematoxylin staining and mounted on glass slides. Images were acquired under a microscope.

### 2.17. Quantification

The area occupied by Oil Red O, PPARa, and CPT1-stained sections was evaluated using ImageJ software [32]. For quantification, 6 randomly selected, non-overlapping fields were imaged at 400× magnification in the renal cortex. The values obtained were expressed as a percentage of the whole cortical area.

### 2.18. Statistical Methods

Statistical analysis was performed using GraphPad Prism 9 (GraphPad software, Boston, MA, USA). Statistical tests are two-tailed, unpaired Student’s *t*-tests or an ordinary one-way or two-way ANOVA followed by Tukey’s post hoc test for multiple group comparisons. All results are reported as means ± SEM. Significance was determined at *p* < 0.05 and represented by * to denote *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001. 

### 2.19. Data sharing Statement

RNAseq data supporting the findings of this study are openly available in the Gene Expression Omnibus repository at URL https://www.ncbi.nlm.nih.gov/geo/ (accessed on 6 July 2022), reference number GSE163862.

## 3. Results

### 3.1. KIN Is Associated with Impaired Mitochondrial Metabolism and Increased Oxidative Stress in FAN1-Deficient Kidneys

Our previous investigations suggested that oxidative stress plays an important role in the development of KIN in FAN1-deficient mice (FAN1KO) after cisplatin injury (Supplementary Figure S1A–C and [28]). 

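The published RNA sequencing data were whole-kidney libraries of 12 mice in 4 groups of 3: wild-type and FAN1KO mice that received saline or cisplatin, at 2 mg/kg in each of 5 weekly injections, with kidneys collected at week 5. The values used were the TPM, or normalized transcript abundances, of 27179 genes, each listed by its NCBI Gene number. Fan1 (330554) was read first in every library. Its TPM was 3.80, 3.35 and 1.98 in wild-type saline kidneys, 1.17, 1.54 and 2.28 in FAN1KO saline kidneys, 2.33, 3.57 and 3.32 in wild-type cisplatin kidneys and 2.72, 3.51 and 1.55 in FAN1KO cisplatin kidneys. From wild-type to FAN1KO the mean changed by −45.3% under saline (exact permutation p 0.2) and by −15.6% under cisplatin (exact permutation p 0.6), where 3 mice against 3 give a smallest p of 0.1. The genotypes overlapped under both treatments, and the library labelled FAN1KO cisplatin replicate 2 was above 2 of the 3 wild-type cisplatin libraries, so Fan1 RNA of whole kidneys, in mice whose deletion is in proximal tubule cells, did not check the labels. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had a mean log2(TPM + 1) of 3.46, 3.72, 3.72 and 3.93 in 1 library of each group (wild-type saline 3, FAN1KO saline 1, wild-type cisplatin 1 and FAN1KO cisplatin 3) and at most 0.10 in the other 8.

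Reads per library are not stated, and were recovered from the steps that whole reads leave in the TPM. They numbered 41917188 to 82947313 (median 56875852) in wild-type saline, 42423746 to 50066193 (median 43966876) in FAN1KO saline, 37202026 to 58016221 (median 39819749) in wild-type cisplatin and 39039697 to 40193484 (median 39110822) in FAN1KO cisplatin libraries. Their number sets the precision of low values, such as those of Fan1. The authors' alignment and annotation are not stated either. Genes were compared by limma on log2(TPM + 1), which understates the fold changes of low genes, with 4 group means fitted to all 12 libraries and Benjamini–Hochberg adjustment. The pseudocount, the filter on low values, the scaling between libraries and the replicate number as a block could change the results and were varied.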

To investigate the underlying mechanism in detail, we re-examined our published RNA sequencing data by interrogating the major gene ontology groups that are significantly downregulated in FAN1KO kidneys with KIN. This analysis revealed a decrease in the expression of genes encoding components of the oxidation-reduction, metabolic, tricarboxylic acid, transport, and fatty acid beta-oxidation processes (Figure 1A). 

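Of 14972 genes with a TPM of at least 1 in at least 3 libraries, 654 were called lower and 2931 higher in FAN1KO than wild-type kidneys under cisplatin, at an adjusted p under 0.05 from limma. The groups of 3 did not overlap for 6632 genes, or 44.3%, where chance gives 10%. Same-numbered libraries were different mice. Their deviations from the group means correlated at −0.24 on average in this comparison, against 0.13 for different numbers. The libraries with Y-linked RNA were wild-type replicate 1 and FAN1KO replicate 3 here, and their same-numbered partners lacked it. This negative correlation therefore cannot be told apart from sex. With the replicate number as a block, 580 genes were lower and 2376 higher, 561 and 2335 of them shared with the calls above. Across the alternatives the counts ran from 224 lower and 857 higher, with a fold change of at least 2 in addition, to 1288 and 6035, with a Y-linked covariate.

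TPM are shares of a fixed total, and the median log2 fold change of all genes tested was 0.24. With each library divided by its median ratio to the others, 1155 genes were lower and 1277 higher, so that higher calls made up 52.5% in place of 81.8%. Of these, 593 and 1271 were shared with the calls on unscaled TPM.

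Reactome sets took the place of gene ontology groups, with Fisher's exact test among the 654 lower genes and Benjamini–Hochberg adjustment over 7 sets. The lower genes held 171 of the 1275 genes of metabolism (55.7 expected, ratio 3.07, adjusted p 2.97e-42, ratio 3.22 with the block), 14 of the 19 genes of the tricarboxylic acid cycle (0.830 expected, ratio 16.9, adjusted p 2.67e-15, ratio 19.0 with the block) and 8 of the 15 genes of mitochondrial fatty acid beta-oxidation (0.655 expected, ratio 12.2, adjusted p 1.24e-07, ratio 13.8 with the block). They also held 19 of the 127 genes of biological oxidations (5.55 expected, ratio 3.42, adjusted p 3.54e-06, ratio 3.46 with the block), 23 of the 194 genes of solute carrier transport (8.47 expected, ratio 2.71, adjusted p 1.55e-05, ratio 2.79 with the block), 17 of the 82 genes of fatty acid metabolism (3.58 expected, ratio 4.75, adjusted p 1.24e-07, ratio 5.35 with the block) and 14 of the 98 genes of oxidative phosphorylation (4.28 expected, ratio 3.27, adjusted p 8.76e-05, ratio 3.42 with the block). Among genes lowered at least 2-fold, neither the tricarboxylic acid cycle nor oxidative phosphorylation had a member (ratio 0 for both).

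The 5 largest falls without overlap were Hba-a2 (110257), from a TPM of 3009.8 ± 1463 (SD, n = 3) in wild-type to 20.9 ± 24.8 in FAN1KO kidneys, Hba-a1 (15122), Hbb-b1 (15129), Hbb-bs (100503605) and Pvalb (19293), with log2 fold changes of −7.68 (SE 0.85), −7.52 (SE 0.82), −7.48 (SE 0.77), −7.15 (SE 0.74) and −4.63 (SE 0.63). The globin genes have near-identical copies, so the share of each is uncertain. The 5 largest rises were 100504526, which the reference used does not name, Ugt2b38 (100559), Krt20 (66809), Lcn2 (16819) and Trim12a (76681), at 5.68 (SE 0.42), 5.20 (SE 0.95), 4.58 (SE 0.55), 4.41 (SE 0.64) and 4.23 (SE 0.31). Except for Krt20 and Lcn2, these were higher under saline too (adjusted p 0.00354, 0.00786 and 0.00308), Ugt2b38 and Trim12a have close relatives, and Trim12a overlaps Gm15133. Under cisplatin, Ugt2b38 was not called by limma's voom on recovered reads, an alternative chosen after seeing the data (adjusted p 0.134). Under saline, voom called neither 100504526 nor Ugt2b38 (adjusted p 0.107 and 0.292). The limma fit of only the 6 saline libraries called neither Ugt2b38 nor Trim12a (adjusted p 0.122 and 0.0566). The tubular injury gene Havcr1 (171283) went from 49.2 ± 25.7 to 432 ± 224 (log2 fold change 3.16, SE 0.86, adjusted p 0.0251, 0.0384 with the block, 0.0392 to 0.095 with 1 library at a time left out).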

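In cisplatin-treated kidneys, genes were ranked by the signal-to-noise ratio of TPM, as in GSEA, with Reactome sets in place of the Hallmark sets. The 98 tested genes of oxidative phosphorylation had an enrichment score of −0.45 and a normalized enrichment score (NES) of −2.38 in FAN1KO against wild-type kidneys. For the 82 genes of fatty acid metabolism, a set that also covers triacylglycerol and ketone body metabolism, these were −0.42 and −2.15. No random gene set of 10000 was as extreme on that side in either (permutation p 0.0002, the smallest they can give), and among the random sets with a score below 0 alone the permutation p were 0.00351 and 0.00254. With the replicate number as a block and the ranking by moderated t, the NES were −2.50 and −2.34. Random gene sets ignore correlation between genes, and of the 3 mixed splits of these 6 libraries that part same-numbered mice, 1 gave an NES of 4.09 in size for oxidative phosphorylation.

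The median log2 fold change was −0.045 for oxidative phosphorylation, with 14 genes called lower and 3 higher, and −0.044 for fatty acid metabolism, with 17 lower and 11 higher. The mean log2(TPM + 1) of each set by library, not taken relative to other genes, gave an exact permutation p of 0.4 and 0.6. Both sets lay below the median of all genes, by 0.29 and 0.29 (limma's camera, adjusted p 1.30e-08 and 2.65e-06, 5.01e-08 and 2.97e-06 with the block). With the correlation between genes estimated from these libraries in place of the preset 0.01, the alternative that moved this test most, both adjusted p were 0.152. Under median-ratio scaling the medians were −0.34 and −0.33. Proximal tubule markers fell further (median −1.16 from TPM, 17 of 17 lower), so fewer proximal tubule cells or less of their RNA could lower both sets.

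**Figure D1:**
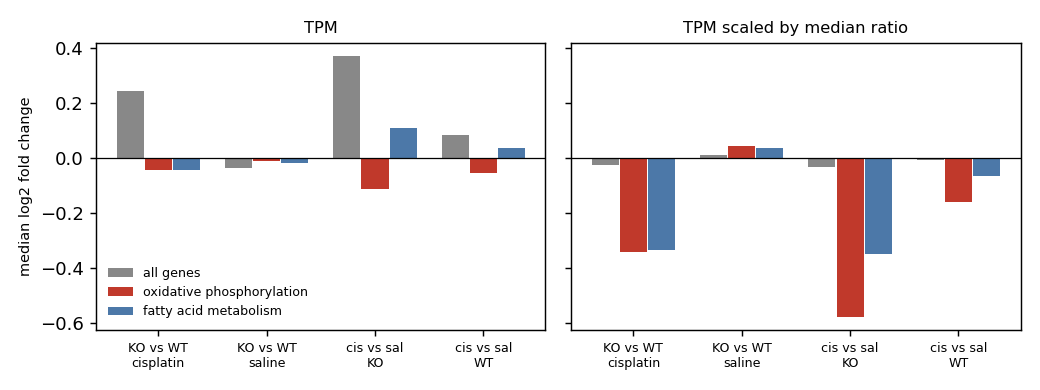
Bars give the median log2 fold change of all genes tested and of the tested genes of each set in the 4 comparisons (KO, FAN1KO; WT, wild-type; cis, cisplatin; sal, saline), from TPM and from TPM scaled by median ratio. Oxidative phosphorylation lay below 0 in all 4 from TPM and above 0 under saline after scaling, and fatty acid metabolism lay above 0 in both comparisons of cisplatin with saline from TPM and below 0 after scaling.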

Enrichment analysis of differentially expressed genes using gene set enrichment analysis (GSEA) [33] confirmed the downregulation of genes involved in oxidative phosphorylation and fatty acid oxidation in FAN1KO kidneys during cisplatin-induced KIN pathogenesis (Figure 1B,C). Interestingly, a perturbed expression of genes in the oxidative phosphorylation and fatty acid oxidation pathways was also observed in untreated FAN1KO kidneys (Supplementary Figure S2A,B), suggesting subclinical changes in kidney homeostasis. 

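The untreated mice correspond to the saline groups of the RNA sequencing. Under saline, 64 genes were lower and 51 higher in FAN1KO than wild-type kidneys at an adjusted p under 0.05, 29 and 32 with the replicate block, where same-numbered libraries correlated at −0.21, and 248 and 173 with a Y-linked covariate. The groups did not overlap for 12.5% of genes, against 10% by chance. The median log2 fold change was −0.013 for oxidative phosphorylation and −0.018 for fatty acid metabolism, where the median of all genes was −0.037 (camera, adjusted p 0.263 and 0.71; with the block 0.225 and 0.684). Across the other processing choices tried, the medians went from −0.017 to 0.050 and from −0.077 to 0.036, changing sign under median-ratio scaling. Of these genes, 0 of 98 and 1 of 82 were called either way, and 4 and 8 had an unadjusted p under 0.05. From the enrichment of both sets in untreated FAN1KO kidneys, the paper proposes subclinical changes in kidney homeostasis.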

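The RNA sequencing libraries, from the same 4 kinds of kidneys, gave values for genes of the electron transport chain and fatty acid oxidation, listed here as means ± SD (n = 3) in wild-type saline, FAN1KO saline, wild-type cisplatin and FAN1KO cisplatin kidneys. Fold changes compare FAN1KO with wild-type under cisplatin, from limma without and with the replicate number as a block. Ndufa1 (54405) had a TPM of 426 ± 60.3, 422 ± 35.2, 374 ± 32.7 and 391 ± 48.9, with a log2 fold change of 0.064 (SE 0.13, adjusted p 0.755, 0.744 with the block, exact permutation p 0.6), and −0.24 under median-ratio scaling. Sdha (66945) had a TPM of 483 ± 45.9, 498 ± 54.6, 499.6 ± 21.7 and 317 ± 22.6, with a log2 fold change of −0.66 (SE 0.11, adjusted p 0.00352, 0.00763 with the block, exact permutation p 0.1). Cox4i1 (12857) had a TPM of 2856 ± 470.4, 3091 ± 454, 2939.5 ± 768 and 3462 ± 219.6, with a log2 fold change of 0.27 (SE 0.22, adjusted p 0.386, 0.323 with the block, exact permutation p 0.4), and −0.037 under median-ratio scaling. Acadm (11364) had a TPM of 1329.9 ± 36.9, 800.5 ± 81.1, 1189 ± 136 and 416 ± 44.4, with a log2 fold change of −1.51 (SE 0.12, adjusted p 8.84e-05, 5.79e-04 with the block, exact permutation p 0.1). Acadvl (11370) had a TPM of 323 ± 17.0, 87.2 ± 79.4, 352 ± 22.7 and 95.0 ± 62.2, with a log2 fold change of −2.06 (SE 0.54, adjusted p 0.0205, 0.018 with the block, exact permutation p 0.1). Cpt2 (12896) had a TPM of 98.7 ± 2.02, 97.8 ± 13.4, 122 ± 5.78 and 80.8 ± 13.2, with a log2 fold change of −0.60 (SE 0.13, adjusted p 0.00919, 0.0221 with the block, exact permutation p 0.1). Echs1 (93747) had a TPM of 356 ± 18.9, 302 ± 26.7, 311 ± 21.5 and 196 ± 18.3, with a log2 fold change of −0.67 (SE 0.10, adjusted p 0.00225, 0.00726 with the block, exact permutation p 0.1). Sdha, Acadm, Cpt2 and Echs1 were lower in each of the 3 FAN1KO libraries than in each of the 3 wild-type libraries, as was Acadvl, whose call moved between an adjusted p of 0.0178 and 0.0722 when 1 library at a time was left out. In the reference annotation Ndufa1 overlaps Rnf113a1, Acadvl overlaps Mir324 and Echs1 overlaps Paox, so reads in the overlaps are uncertain.

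**Figure D2:**
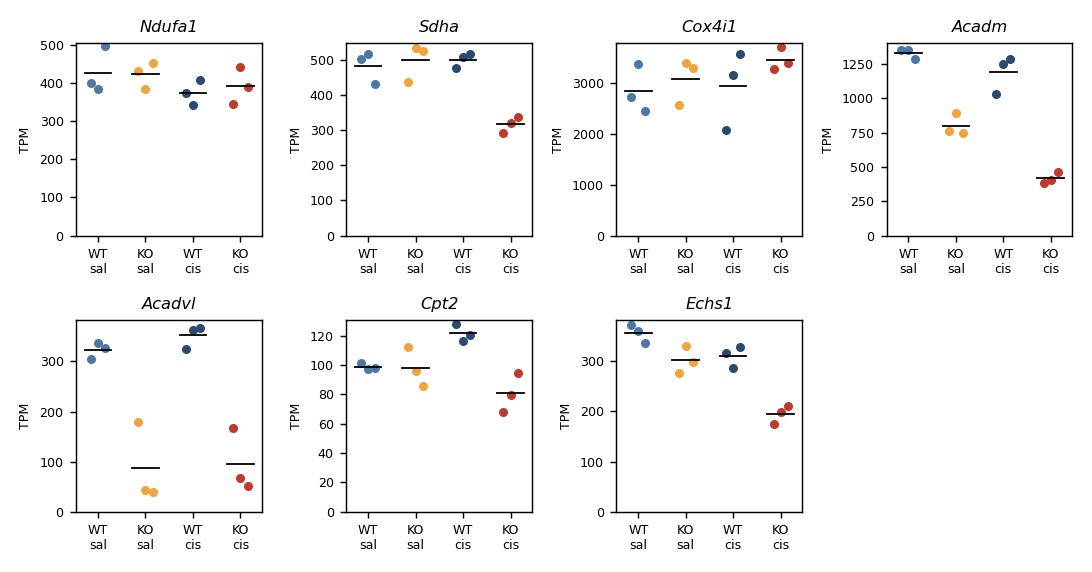
TPM of 7 genes in each library (points) and group means (lines) in wild-type (WT) and FAN1KO (KO) kidneys after saline (sal) or cisplatin (cis). The 3 FAN1KO cisplatin points of Sdha, Acadm, Acadvl, Cpt2 and Echs1 lie below all 3 wild-type cisplatin points.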

Evaluation of the expression of several electron transport chain (ETC) components involved in oxidative phosphorylation (OXPHOS), NADH:ubiquinone oxidoreductase subunit A1 (*Ndufa1*), succinate dehydrogenase complex flavoprotein subunit A (*Sdha1*), cytochrome c oxidase subunit 4I1 (*Cox4I1*), and fatty acid oxidation (FAO), acyl-CoA dehydrogenase medium chain (*Acadm*), acyl-Coenzyme A dehydrogenase, very long chain (*Acadvl*), carnitine palmitoyltransferase 2 (*Cpt2*), enoyl Coenzyme A hydratase, short chain, 1, mitochondrial (*Echs1*), by qPCR (Figure 1D,E) or Western blot analysis and immunohistochemistry (Supplementary Figure S3) validated the RNA-seq findings in cisplatin-treated FAN1KO kidneys. 

Furthermore, staining of FAN1KO kidneys with OilRed O, CM-H2DCFDA, or antibodies against 4-hydroxy-2-nonenal (4-HNE), which mark neutral lipids [34], cellular ROS [35], and lipid peroxidation byproducts [36], respectively, corroborated the functional defect in FAO and OXPHOS in kidneys with KIN (Figure 2A–D). In addition, the expression of key FAO regulators, peroxisome proliferator-activated receptor alpha (PPARa) and carnitine palmitoyltransferase 1A (CPT1A), was reduced in injured FAN1KO kidneys (Supplementary Figure S3A,B), demonstrating diminished energy production. Together, these data indicate that KIN pathogenesis is associated with significant deficiencies in mitochondrial energy metabolism, including in FAO and OXPHOS, which lead to increased ROS production and oxidative stress.

### 3.2. FAN1KO Proximal Tubule Cells Are Hypersensitive to Cisplatin-Induced Oxidative Stress

To further examine the effect of FAN1 loss on the bioenergetic state of kidney proximal tubule cells, we measured the respiratory capacity of isolated mitochondria in human FAN1 knockout renal tubular epithelial cells (FAN1KO hRTECs) [28], using Oroboros high-resolution respirometry. Using standard culture medium, FAN1KO hRTECs showed a significantly reduced oxygen consumption compared to parental cells (Figure 3A), a defect that was localized to impaired Complex I activity as evidenced by similar rates of Complex II-driven respiration between the two cell lines upon inhibition of Complex I with rotenone. A defect in mitochondrial ETC is associated with a metabolic shift to increased glycolysis in the kidney proximal tubule cells [23,37]. To examine whether FAN1KO hRTECs are more susceptible to a genotoxin-induced glycolytic shift, we treated parental and FAN1KO cells with low-dose cisplatin and analyzed the cells at different time points (Figure 3B). Using targeted metabolite profiling, we observed significantly enhanced glucose consumption in FAN1KO hRTECs compared to parental cells, which was further augmented by treatment with cisplatin (Figure 3C). This change in glucose metabolism coincided with increased lactate secretion in FAN1KO hRTECs but not in parental cells (Figure 3C). Together, these data demonstrate that the loss of FAN1 leads to impaired mitochondrial energy metabolism and triggers glycolytic reprogramming in cultured RTECs, a phenotype that is significantly aggravated by exposure to cisplatin. Interestingly, the cellular ATP levels were not significantly different between the parental and FAN1KO hRTECs with or without cisplatin treatment (Figure 3D), suggesting that FAN1KO cells utilize glycolytic metabolism to regenerate ATP and withstand reduced OXPHOS.

The mechanism underlying cisplatin nephrotoxicity is related to its role in inhibiting mitochondrial ETC in kidney proximal tubule cells [38], which results in an increased production of mitochondrial ROS [39]. Consistent with this notion, we observed enhanced mitochondrial ROS production in FAN1KO RTECs but not in untreated or parental cells 48 h after short-term exposure to low-dose cisplatin by using MitoSox staining (Figure 3E,F), which detects mitochondrial superoxide, a specific product of OXPHOS. In contrast, when the cells were treated with the mitochondrially targeted ROS and electron scavenger JP4-039 [40,41,42] immediately after exposure to cisplatin, we observed a significant reduction in the accumulation of mitochondrial ROS in FAN1KO hRTECs (Figure 3E,F), further demonstrating that FAN1 inactivation leads to increased susceptibility to mitochondrial functional impairment in RTECs. Consistent with the increase in mitochondrial ROS, cisplatin-treated FAN1KO cells displayed a significant upregulation in total cellular ROS, as measured by CM-H2DCFDA and CellROX staining (Supplementary Figure S4A,B). Again, treatment with JP4-039 prevented the upregulation in total ROS production, consistent with the notion that their generation was secondary to mitochondrial ROS. 

We have previously shown that the loss of FAN1 sensitizes human kidney proximal tubule cells to cisplatin-induced DNA damage, which causes replication stress and activates chronic DNA damage response signaling [28]. Cisplatin’s nephrotoxicity, apart from its effect on mitochondrial ETC and ROS production, is also caused by the formation of DNA adducts in the nucleus [43]. Incomplete repair of DNA oxidative damage or DNA adducts causes DNA double-strand and single-strand breaks and leads to persistent activation of ATM and ATR kinases, respectively. Indeed, we observed the activation of ATM and ATR in FAN1KO hRTECs after treatment with cisplatin (Supplementary Figure S5). To investigate the differential contribution of cisplatin-induced oxygen toxicity (ROS) vs. DNA adducts in FAN1 defective pathogenesis, we treated parental and FAN1KO hRTECs with cisplatin +/− JP4-039 (5 μM in DMSO) and analyzed the expression of different DNA damage markers and replication factors in the chromatin fraction of hRTECs 48 h later by Western blotting (Figure 3G). Treatment with JP4-039 after short-term exposure to cisplatin significantly reduced replication stress and DNA damage in FAN1KO cells, demonstrating that ROS and oxidative damage play an important role in the cellular pathophysiology of FAN1-deficient kidney tubular epithelial cells. 

### 3.3. Treatment with Mitochondrial ROS Scavenger JP4-039 Reduces Tubular Damage and Prevents KIN Pathogenesis in FAN1-Null Mice

To extend the in vitro findings and evaluate whether suppression of mitochondrial ROS can be used to suppress KIN pathogenesis in vivo, we generated a whole-body FAN1 deletion mouse strain (FAN1-null) and treated the mice biweekly with a low dose of cisplatin (2 mg/kg) combined with the daily administration of 10 mg/kg JP4-039 or vehicle control (Figure 4A). This cisplatin dosing regimen was sufficient to induce kidney injury in FAN1-null animals but not in wild-type mice (Figure 4B,C). Importantly, administration of JP4-039 for the first two weeks after the initiation of cisplatin treatment attenuated cisplatin-induced renal failure in FAN1-null mice (Figure 4B). The renoprotective effects of JP4-039 were further demonstrated by the preservation of kidney histology and reduced tubular injury in PAS-stained FAN1-null kidney sections compared with kidneys from cisplatin-treated mice (Figure 4B). Consistent with the histology-based analysis, the immunofluorescence staining of kidney injury molecule-1 (KIM1) was significantly diminished in cisplatin-treated FAN1-null kidneys after JP4-039 administration (Supplementary Figure S6A,B), indicating reduced tubular injury. 

Because our in vitro studies had suggested that the loss of FAN1 pathogenesis is driven by increased ROS levels in the kidney proximal tubular cells, we next examined the expression of oxidative stress markers in FAN1-null kidneys. As seen in Figure 5A, cisplatin led to a strong upregulation of the lipid peroxidation marker 4-HNE in FAN1-null kidneys, which was abolished by the JP4-039 administration. Similarly, JP4-039 suppressed the levels of total cellular ROS (CM-H2DCFDA) (Supplementary Figure S7A) and prevented the expression of the DNA damage marker γH2AX (Supplementary Figure S7B) and DNA oxidation marker 8-OHdG (Supplementary Figure S7C) in cisplatin-treated FAN1-null kidneys. In contrast, all of these oxidative stress markers were strongly upregulated in cisplatin-treated FAN1-null kidneys but not in cisplatin-treated control kidneys, demonstrating that increased mitochondrial ROS production in the absence of FAN1 DNA repair activity plays a causal role in the tubular pathogenesis of KIN. 

Our earlier analysis had shown that KIN pathogenesis is associated with impaired FAO (Figure 1). Therefore, we examined whether JP4-039 mediated reduction in cisplatin-induced mitochondrial ROS production also improves mitochondrial fatty acid oxidation and prevents intracellular lipid deposition in cisplatin-injured FAN1-null kidneys. Indeed, the formation of lipid droplets was suppressed in JP4-039 treated mice compared with cisplatin-treated mice (Figure 5B), suggesting improved lipid metabolism. This notion was supported by the observation that treatment with JP4-039 increased the protein expression levels of PPARα and CPT1 in cisplatin-treated FAN1-null kidneys compared to cisplatin-injured FAN1-null mice (Supplementary Figure S8A,B). These data demonstrate that impaired mitochondrial FAO contributes to tubular pathogenesis in FAN1-deficient kidneys. Taken together, these in vivo results in FAN1-null mice corroborate and extend our previous findings [28], demonstrating that unhindered accumulation of cellular ROS and increased oxidative damage to lipids and nuclear DNA underpin tubular cell injury and the progression of KIN pathogenesis in FAN1-deficient kidneys.

## 4. Discussion

While the presence of bi-allelic pathogenic variants of the FAN1 gene has been shown to cause the DNA repair deficiency syndrome KIN in humans and mice [1,28,44,45], the endogenous molecular events that can drive KIN pathogenesis in the kidney tubular epithelial cells have remained enigmatic. Most of the earlier studies investigating the molecular causes of KIN have focused on studying FAN1 function at the level of DNA replication and repair [7,28,44]. In this study, we show that FAN1 function in DNA repair is linked to mitochondrial energy metabolism in the kidney tubular epithelial cells through increased sensitivity of FAN1-deficient kidneys to mitochondrially derived oxygen stress. 

To investigate the role of FAN1 in mitochondrial metabolism, we employed the chronic cisplatin kidney injury model since our earlier work had demonstrated that cisplatin treatment accelerates KIN pathogenesis in FAN1-deficient kidneys [2,28], presumably due to inefficient repair of DNA interstrand crosslinks (ICL), which are the biological target of FAN1 function [10,11,12,46]. However, by reanalyzing our previously published genome-wide transcriptomics data from whole kidney samples of proximal tubule-specific FAN1-deficient (FAN1KO) mice [28], we made the surprising discovery that mitochondrial energy metabolism pathways related to oxidative phosphorylation (OXPHOS) and fatty acid oxidation (FAO) were perturbed at baseline in FAN1KO kidneys without prior exposure to cisplatin, compared to wild-type kidneys. This suggested that FAN1KO kidneys are hypersensitive to an endogenously produced physiological stressor, which can trigger subclinical pathological changes related to KIN in unchallenged FAN1KO mice. 

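In saline-treated kidneys, the 12 mitochondrially encoded genes of the oxidative phosphorylation set had a median log2 fold change of −0.038 between FAN1KO and wild-type, with 7 lower, and the 86 nuclear genes −0.0086, with 45 lower. None was called at an adjusted p under 0.05 by limma, where 0 and 4 had an unadjusted p under 0.05. Median-ratio scaling turned both medians positive, to 0.017 and 0.047. Mitochondrially encoded RNA made up 21.1% ± 1.92 (SD, n = 3) of TPM in wild-type and 21.3% ± 1.09 in FAN1KO kidneys (exact permutation p 0.8). Across all genes tested, 41 were higher and 30 lower in FAN1KO kidneys under saline and cisplatin alike, Acadm among the lower.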

Alterations in the expression of OXPHOS and FAO pathway genes were further amplified after cisplatin treatment in Fan1KO kidneys, leading to accelerated KIN pathogenesis but not in wild-type kidneys, further demonstrating a functional connection between FAN1, mitochondrial energy metabolism, and KIN pathophysiology in the kidney tubular epithelial cells. 

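Cisplatin against saline in FAN1KO kidneys gave 733 genes lower and 5229 higher (672 and 4798 with the replicate block), where the median of all genes was 0.37; median-ratio scaling gave 2098 and 2108, or 50.1% higher in place of 87.7%. In wild-type kidneys 0 genes were lower and 9 higher, and 0 and 0 with the block, beside 67 and 382 at an unadjusted p under 0.05 without it and 69 and 334 with it. A Y-linked covariate gave 1 lower and 57 higher. The 9 were Gdf15, Cdkn1a, Phlda3, Plk2, Mir5106, Ccng1, Aen, Sesn2 and Exoc4, named after their values were seen. Same-numbered libraries correlated at −0.14 and −0.18 in these comparisons.

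Oxidative phosphorylation had an NES of −3.40 in FAN1KO and −3.08 in wild-type kidneys (permutation p 0.0002 in both, the smallest possible, and 0.0556 and 0.00893 among random sets with a score below 0; block −3.37 and −3.26). Its median log2 fold change was −0.11 and −0.056, with 79 of 98 genes below 0 in wild-type kidneys. By camera the adjusted p were 6.98e-16 and 3.68e-12, and 1.24e-15 and 4.37e-12 with the block. Both were 0.152 with the correlation between genes estimated. The mean log2(TPM + 1) of the set by library gave an exact permutation p of 0.2 in FAN1KO and 0.3 in wild-type kidneys. Fatty acid metabolism had an NES of −1.82 and −0.87 (permutation p 0.0002 and 0.0248, and 0.0312 and 0.79 among random sets with a score below 0; block −2.10 and 0.94), with medians of 0.11 and 0.036 (camera, adjusted p 6.29e-06 and 0.198; block 8.76e-06 and 0.233), which median-ratio scaling moved to −0.35 and −0.067.

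The treatment effect differed between genotypes for 935 genes (153 negative and 782 positive), 424 with the block, 484 under median-ratio scaling and 4734 with a Y-linked covariate. In this interaction, oxidative phosphorylation lay 0.33 and fatty acid metabolism 0.28 below the median of all genes, 0.28. By camera the adjusted p were 7.17e-10 and 3.35e-06, and 1.58e-09 and 3.80e-06 with the block. Both were 0.152 with the correlation between genes estimated.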

Our phenotypic analysis, which included both male and female animals in all experimental cohorts, did not reveal significant gender-specific differences in response to low-dose cisplatin injury, suggesting that FAN1 kidney pathophysiology is not gender-dependent in mice.

Functionally, demonstrating that FAN1 hRTECs have reduced OXPHOS activity and enhanced glycolytic metabolism under normal cell culture conditions provides compelling evidence that FAN1 cells have a deficient energy metabolism due to impaired Complex I activity. Mitochondrial Complex I accepts reducing equivalents from NADH, thereby driving ATP production as well as regenerating NAD+, a crucial metabolic cofactor for many cellular processes. Because NADH produced during glycolysis in the cytosol can also be regenerated by Complex I through the glycerol phosphate shuttle, impaired Complex I may also contribute to the elevated glycolysis and production of lactate in FAN1-deficient cells. In addition, the diminished expression of *Ndufa1* (Complex I) and *Sdha* (Complex II) genes was observed in cisplatin-treated FAN1KO kidneys, mirroring the functional defect observed in FAN1KO cells. 

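For Complex I in the RNA sequencing of cisplatin-treated kidneys, the 41 Nduf genes of the set had a median log2 fold change of 0.042 between FAN1KO and wild-type, 2 called lower and 1 higher. This median was −0.26 under median-ratio scaling, with 6 lower and 0 higher, and −0.058 with mitochondrially encoded genes left out, with 3 and 0 (12 and 8 either way at an unadjusted p under 0.05). These Nduf genes are all nuclear. Mitochondrially encoded subunits of Complex I, such as ND4L below, are not among them, so these medians do not describe the whole complex. Ndufs1 (227197) fell furthest, from a TPM of 153 ± 12.1 to 89.0 ± 2.83 (SD, n = 3; log2 fold change −0.77, SE 0.09, adjusted p 5.25e-04, 0.00272 with the replicate block), while Ndufb8 (67264) went from 929 ± 244 to 1099 ± 58.8 (adjusted p 0.292, block 0.252). For Complex II, 3 of 4 genes were called lower, with a median of −0.45; Sdhb (67680) went from 767 ± 44.0 to 537 ± 28.0 (−0.51, SE 0.10, adjusted p 0.00589, block 0.014). Uqcrc2 (67003) of Complex III went from 418 ± 15.8 to 272 ± 7.08 (−0.62, SE 0.10, adjusted p 0.00254, block 0.00806) and Atp5a1 (11946) of Complex V from 1743 ± 97.2 to 1285 ± 58.4 (−0.44, SE 0.12, adjusted p 0.022, block 0.0381). The mitochondrially encoded mt-Co1 (17708, listed as COX1) of Complex IV went from 41870.4 ± 1988 to 28001 ± 5585 (adjusted p 0.168, block 0.208, 0.042 without limma's mean-variance trend), and all 12 mitochondrially encoded genes of the set were lower (median −0.58), 1 of them called: ND4L (17720), which overlaps ND4 (adjusted p 0.0324, block 0.0564). Etfa (110842) went from 418 ± 56.1 to 248 ± 17.6 (−0.74, SE 0.11, adjusted p 0.00155, block 0.00476). With 1 library at a time left out, the adjusted p ran from 0.0384 to 0.07 for Atp5a1 and from 0.00534 to 0.136 for ND4L. Ndufs1, Uqcrc2 and Atp5a1 overlap Ino80dos, Pdzd9 and Haus1 in the reference annotation, so reads in the overlaps are uncertain.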

Further, a shift to glycolytic metabolism in cisplatin-treated FAN1KO kidneys was suggested by a significant downregulation in FAO genes. 

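All 15 genes of the Reactome set of mitochondrial fatty acid beta-oxidation were lower in FAN1KO than wild-type kidneys under cisplatin by RNA sequencing, and 8 were called. Their median log2 fold change was −0.53 (−0.83 under median-ratio scaling). Proximal tubule markers fell further in these whole kidneys (median −1.16, 17 of 17 lower). The falls therefore cannot be told apart from fewer proximal tubule cells or less of their RNA. Within the wider fatty acid metabolism set, which also covers triacylglycerol and ketone body metabolism, the 3 largest falls without overlap were Acadvl, Acadm and Oxct1 (67041). Oxct1 went from a TPM of 440.4 ± 31.5 to 176 ± 29.3 (SD, n = 3, log2 fold change −1.33, SE 0.12, limma adjusted p 1.59e-04, 0.00149 with the replicate block). Oxct1 overlaps BC037032. Gapdh (14433) of glycolysis was at 65.0 ± 7.58 and 66.5 ± 11.1 (0.027, SE 0.14, adjusted p 0.909, block 0.915), and at −0.28 under median-ratio scaling. Under saline it was at 76.7 ± 10.7 in wild-type and 52.6 ± 0.41 in FAN1KO kidneys (limma adjusted p from 0.0759 to 0.627 over the alternatives). A single gene does not describe glycolysis as a whole.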

While the individual gene expression of OXPHOS or FAO components, whose expression we measured with qPCR, was not significantly changed in untreated FAN1KO kidneys, we observed a differential enrichment in the expression of OXPHOS and FAO GSEA gene sets in FAN1KO kidneys compared with wild-type kidneys, suggesting functional perturbations at a pathway level. This notion is supported by the clear downward trend in the expression of *Acadm* and *Acadvl* in untreated FAN1KO kidneys, indicative of impaired FAO, the main source of energy for kidney proximal tubule cells [23]. 

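Under saline, the RNA sequencing gave log2 fold changes in FAN1KO against wild-type kidneys of −0.0091 (SE 0.13) for Ndufa1, 0.044 (SE 0.11) for Sdha, 0.12 (SE 0.22) for Cox4i1, −0.022 (SE 0.13) for Cpt2 and −0.24 (SE 0.10) for Echs1 (n = 3), with limma's adjusted p from 0.56 to 1, and from 0.683 to 1 with the replicate block. Ndufa1 and Cpt2 turned positive under median-ratio scaling, at 0.046 and 0.033.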

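In the saline libraries, the mean TPM of Acadm fell by 39.8% in FAN1KO kidneys (log2 fold change −0.74, SE 0.12, limma adjusted p 0.025, exact permutation p 0.1, the smallest possible for 3 against 3). With the replicate block the adjusted p was 0.0548, and over the other processing choices it went from 0.00998 to 0.22. Acadvl was at a TPM of 179, 44.3 and 38.5 in the 3 FAN1KO and 304, 338 and 327 in the 3 wild-type libraries (log2 fold change −2.24, SE 0.54, adjusted p 0.121, 0.0993 with the block, exact permutation p 0.1). Its adjusted p went from 0.0582 to 0.306 over the other processing choices and from 0.0112 to 0.367 with 1 library at a time left out, called without FAN1KO saline replicate 1. Its fold change under cisplatin was of similar size (interaction 0.18, adjusted p 0.91), whereas that of Acadm was larger (interaction −0.78, adjusted p 0.0331).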

Functionally, a reduction in FAO gene expression was associated with intracellular lipid accumulation in FAN1KO and FAN1-null kidneys, which has been demonstrated to contribute to the development of tubular atrophy and kidney fibrosis [47,48]. These data demonstrate that a decline in mitochondrial FAO is among the mechanisms underlying KIN in FAN1-deficient kidneys.

Reduction in mitochondrial OXPHOS activity leads to increased mitochondrial ROS overproduction and oxidative stress in kidney tubular cells [38,49] and has been associated with the development of chronic kidney disease in various mouse models of kidney injury [50,51]. Elevated ROS levels and oxidative DNA damage (8-OHdG) were reported in humans with acute kidney injury and chronic kidney disease [21,52,53]. We found that FAN1KO hRTECs exhibited a decline in oxidative phosphorylation and increased glycolysis when cultured under normal cell culture conditions at atmospheric oxygen levels, suggesting that FAN1 cells have enhanced sensitivity to oxidative stress. Indeed, exposure of FAN1 knockout RTECs or FAN1-null mice to subclinical levels of cisplatin-induced ROS overproduction and oxidative DNA damage, which were presented in both models by treatment with the mitochondrially targeted antioxidant JP4-039, demonstrates that ROS are critical for triggering the KIN pathophysiology. Intriguingly, analogous hypersensitivity to oxidative stress has been previously demonstrated in animal and cell culture models defective in Fanconi anemia [26,54,55,56,57] or excision repair cross complementation group 1 (ERCC1) [58] DNA repair pathway genes, conditions that were improved by antioxidant treatment [58,59].

This is the first study that suggests a mechanistic link between oxidative stress, DNA damage, and KIN pathogenesis. It is noteworthy that most of the individuals diagnosed with KIN have no reported exposure to chemotherapeutics or nephrotoxic medicines in their clinical history [5,8,60]. Based on our findings, we propose that FAN1/KIN kidney pathogenesis in humans is triggered by physiological levels of ROS, which cause persistent oxidative DNA damage in the kidney proximal tubule cells due to impaired DNA repair mechanisms. Chronic DNA damage is energetically stressful to the cell and leads to a subclinical decline in mitochondrial function and a further increase in cellular ROS production and oxidative stress, which ultimately manifests in clinical tubular injury and interstitial fibrosis in patients with KIN [3,28,44,45]. Mitochondrial abnormalities, accumulation of DNA damage, and tubular injury were significantly improved by JP4-039-mediated ROS scavenging, suggesting that FAN1/KIN kidney pathology, which currently has no specific treatment, may benefit from targeted antioxidant therapy. Although our work shows that ROS is a relevant source of endogenous DNA damage in FAN1-deficient kidneys, other endogenous stressors, such as formaldehyde [61] or spontaneous genomic instability, can potentially also trigger KIN pathophysiology. Furthermore, patients with biallelic FAN1 pathogenic variants may also be at increased risk of cancer and acute kidney injury from treatment with cisplatin or other environmental toxins.

## 5. Conclusions

Taken together, the data presented here show for the first time that redox imbalance and oxidative stress are important hallmarks of FAN1/KIN pathophysiology in the kidney and suggest that mitochondrial ROS is a novel target for mitigating KIN pathogenesis. 

## Figures and Tables

**Figure 1:**
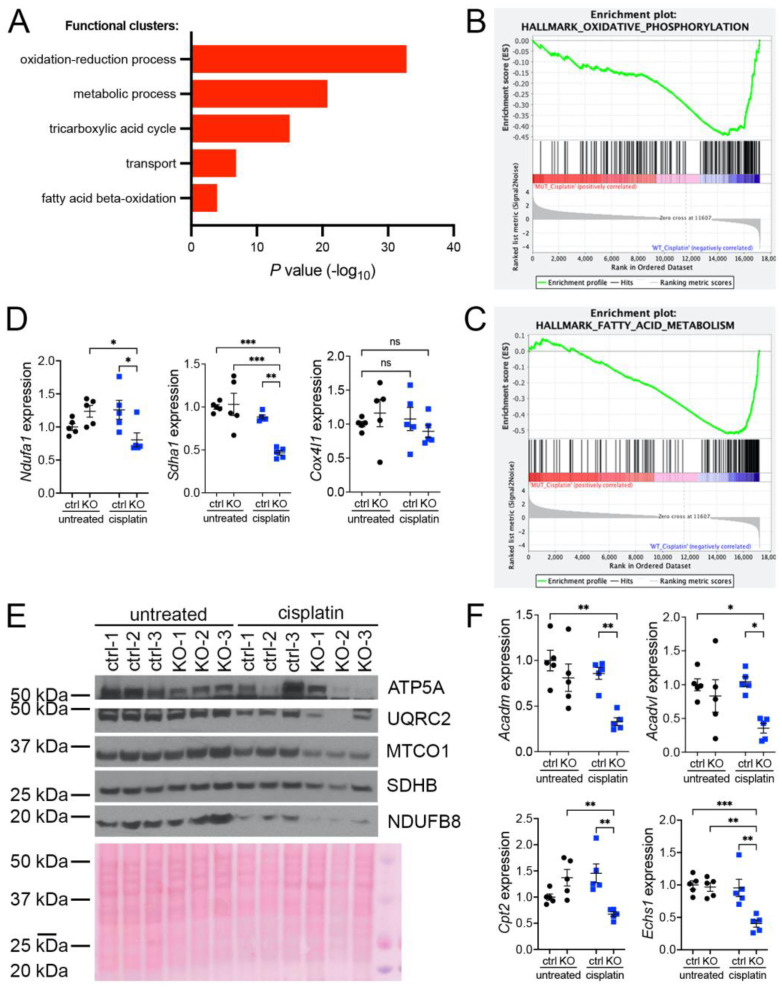
KIN is associated with impaired oxidative phosphorylation and fatty acid oxidation. (**A**) Gene ontology analysis of control and FAN1KO kidneys after repeated low-dose cisplatin injury. The graph shows −log *p* values calculated using the Benjamini–Hochberg-corrected two-tailed *t*-test for the enrichment of a specific pathway. (**B**) Gene-set enrichment signatures of oxidative phosphorylation genes in cisplatin-treated FAN1KO vs. control kidneys. Normalized Enrichment Score (NES) −2.285536, *p* < 0.0001, FDR q-value 0.0001. (**C**) Gene-set enrichment signatures of fatty acid metabolism genes in cisplatin-treated FAN1KO vs. control kidneys. Normalized Enrichment Score (NES) −2.754839, *p* < 0.0001, FDR q-value 0.0001. (**D**) qPCR analysis of *Ndufa1*, *Sdha1*, and *Cox4l1* mRNA expression. (ctrl 1.6 ± 0.3 vs. FAN1KO 6.9 ± 0.6, * *p* < 0.05, ** *p* < 0.01; *** *p* < 0.001), n = 5 each. (**E**) Western blot analysis of ATP5a, UQRC2, MTCO1, SDHB, and NDUFB8 using rodent OXPHOS mitococtail. Ponceau staining shows equal protein loading. (**F**) qPCR analysis of *Acadm*, *Acadvl*, *Cpt2*, and *Echs1* mRNA expression. (ctrl 1.6 ± 0.3 vs. FAN1KO 6.9 ± 0.6, * *p* < 0.05, ** *p* < 0.01; *** *p* < 0.001), n = 5 each. (**D**–**F**) Data are presented as the mean ± SEM. A two-way ANOVA with Tukey’s post hoc analysis.

**Figure 2:**
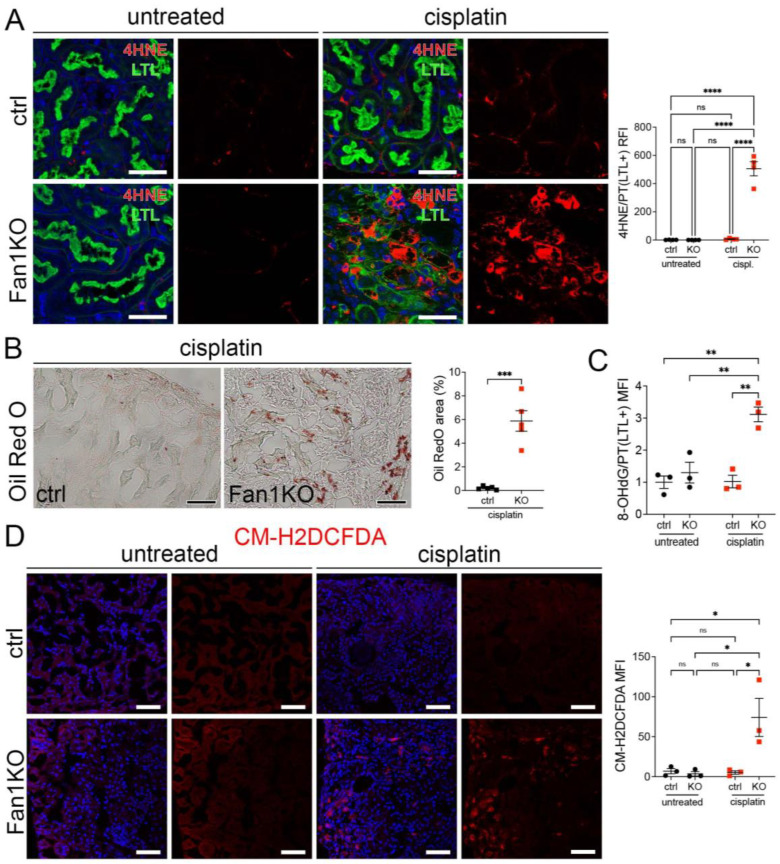
KIN pathogenesis is associated with increased lipid peroxidation, accumulation of neutral lipids, and oxidative stress in the kidney proximal tubule cells. (**A**) Representative images of cisplatin-treated control and FAN1KO kidneys stained with antibodies against 4-HNE to mark lipid peroxidation products and *Lotus tetragonolobus* lectin (LTL), which marks proximal tubule cells. **** *p* < 0.0001, n = 4 each. Scale bars: 40 μm. (**B**) Representative images of cisplatin-treated control and FAN1KO kidneys stained with OilRed O. *** *p* < 0.001, n = 4 each. Scale bars 50 μm. (**C**) Quantification of 8-OHdG staining in LTL-positive proximal tubules in untreated and cisplatin-treated wild-type and FAN1KO kidneys. ** *p* < 0.01, MFI—mean fluorescent intensity. (**D**) Quantification of CM-H2DCFDA staining in untreated and cisplatin-treated wild-type and FAN1KO kidneys. * *p* < 0.05, MFI—mean fluorescent intensity. Scale bars: 50 mm. (**A**–**D**) Data are presented as the mean ± SEM. A two-way ANOVA with Tukey’s post hoc analysis.

**Figure 3:**
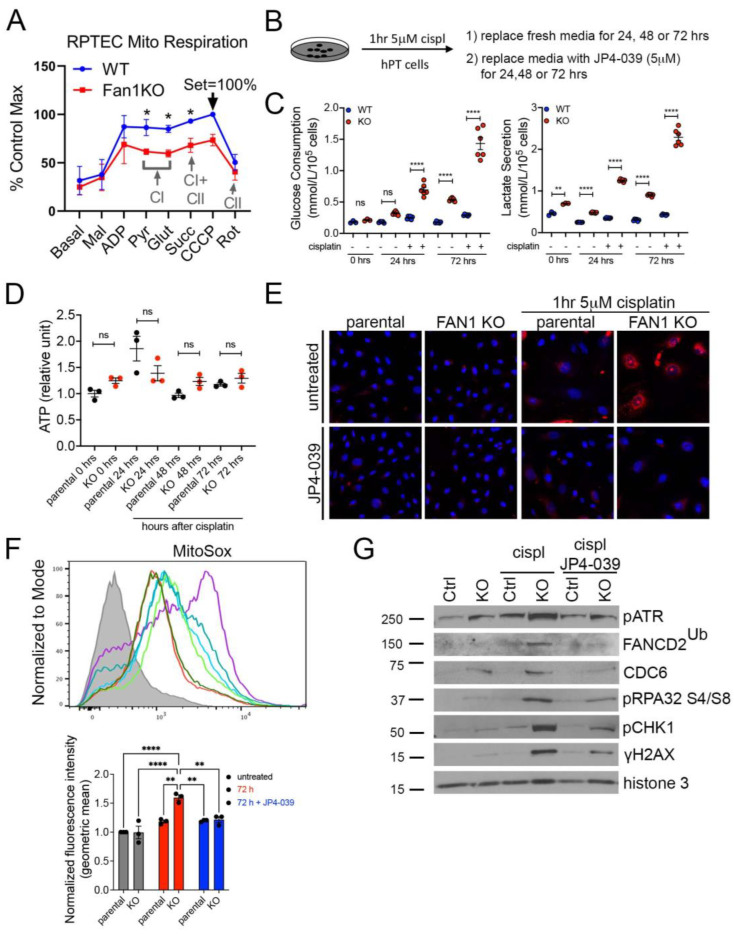
FAN1KO renal tubular epithelial cells have impaired mitochondrial metabolism and increased ROS production. (**A**) Representative oxygen consumption traces for parental (WT) and FAN1KO hRTEC mitochondria using Oroboros high-resolution respirometry. Basal, baseline respiration; CI, Electron Transport Complex I; CII, Electron Transport Complex II; Mal, malate; ADP, adenosine diphosphate; Pyr, pyruvate; Glut, glutamate; Succ, succinate; CCCP, carbonyl cyanide m-chlorophenylhydrazone; Rot, rotenone. Rotenone (CI) inhibitor was used to separate the contributions of complexes I and II. (**B**) Overview of cisplatin and JP4-039 treatment protocols in FAN1KO human renal tubular epithelial cells. Cells were seeded for 24 h and left untreated or treated with 5 μM cisplatin for 1 h, followed by two rises with PBS and replaced with fresh media. When JP4-039 treatment was performed following cisplatin treatment, cells were daily provided with fresh media ±JP4-039 (5 μM) for the duration of the culture period. (**C**) Glucose consumption and lactose secretion measurements. Parental and FAN1KO hRTECs were ± treated with cisplatin, the media were harvested, and glucose consumption and lactate production were quantified (n = 6). (**D**) ATP measurement in parental and FAN1KO hRTECs at indicated time points after treatment with cisplatin. Data are shown after normalizing ATP levels in untreated parental cells. N = 3 independent experiments. (**E**) Representative images of MitoSox staining in parental and FAN1KO hRTECs. Cells were ± treated with 5 μM cisplatin for 1 h, followed by ±JP4-039 (5 μM) for 48 h. (**F**) Detection of mitochondrial ROS (MitoSox) by flow cytometry in parental and FAN1KO hRTECs. Cells were ± treated with 5 μM cisplatin for 1 h, followed by ±JP4-039 (5 μM) for 72 h. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001, n = 3 independent experiments. (**G**) Representative Western blot analysis of pATR, FANCD2, CDC6, pRPA32, pCHK1, and γH2AX in FAN1KO hRTECs. Western blot analysis of DNA repair pathway markers in hRTEC chromatin preparation reveals the activation of the Fanconi anemia repair pathway (ubiquitination of FANCD2, marked by a star), increased levels of replication stress (pRPA32 S4/S8), and DNA double-strand breaks (γH2AX) in cisplatin-treated FAN1KO cells. Histone H3 is used as a chromatin loading control. Cells were ± treated with 5 μM cisplatin for 1 h followed by ±JP4-039 (5 μM) for 48 h. (**A**,**C**,**E**) Data are presented as the mean ± SEM. (**A**) A two-way ANOVA with Tukey’s post hoc analysis. (**C**,**D**) Ordinary one-way ANOVA with Tukey’s post hoc analysis.

**Figure 4:**
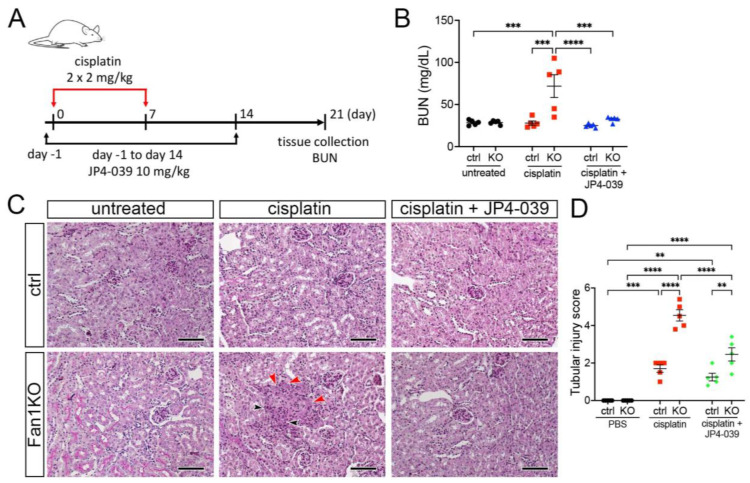
DNA damage causes aberrant cell cycle activity in FAN1-null kidneys. (**A**) Mice received 2 doses of intraperitoneal (i.p.) cisplatin (2 mg/kg) vs. vehicle (normal saline) on days 0 and 7 and were treated with i.p. JP4-039 (10 mg/kg in 50% PEG-400/50% H_2_O) vs. vehicle (50% PEG-400/50% H_2_O) 1 day prior to and until day 14 after the first cisplatin injection. Tissues were collected for analysis 21 days after the first cisplatin dose. (**B**) Blood urea nitrogen (BUN) measurements in ctrl and FAN1-null mice show loss of kidney function in FAN1KO mice after induction of KIN. *** *p* < 0.001, **** *p* < 0.0001, n = 5 each. (**C**) Histological analysis of kidney sections by Periodic acid–Schiff (PAS) staining demonstrates the formation of KIN in FAN1KO mice, characterized by tubular atrophy, formation of karyomegalic nuclei (red arrowheads), and segmental basement membrane thickening (black arrowheads) in the proximal tubules. Scale bars: 50 μm. (**D**) Tubular injury scores in control mice were compared with those in FAN1KO kidneys after low-dose cisplatin administration. ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, n = 5 each. (**B**,**D**) Data are presented as the mean ± SEM. A two-way ANOVA with Tukey’s post hoc analysis.

**Figure 5:**
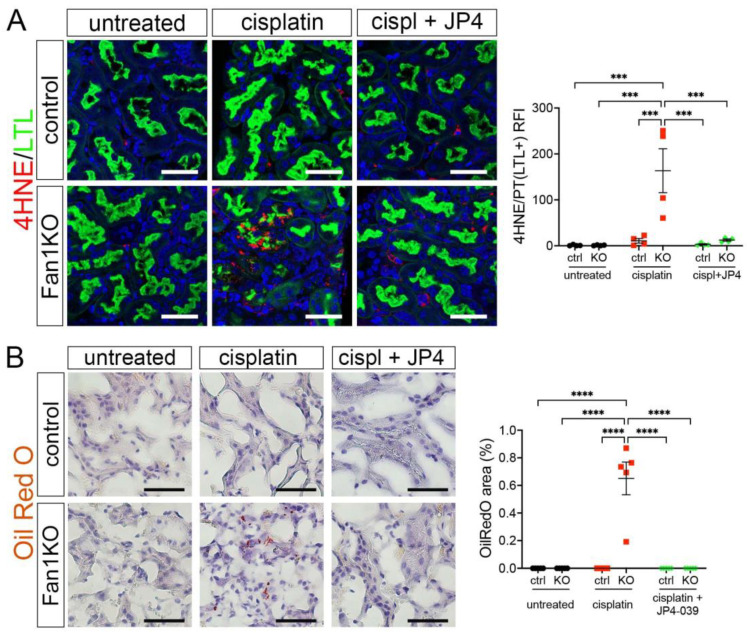
Oxidation stress-induced tubular damage is attenuated by JP4-039. (**A**) Representative images of untreated and cisplatin (2 × 2 mg/kg) ±JP4-039 (10 mg/kg in 50% PEG-400/50% H_2_O) treated control and FAN1KO kidneys stained with antibodies against 4-HNE to mark lipid peroxidation products. *** *p* < 0.001, n = 4 each. Scale bar: 25 μm. (**B**) Increased lipotoxicity in injured FAN1KO kidneys as revealed by OilRed O staining. Treatment with JP4-039 reduces lipid accumulation in cisplatin-injured FAN1KO kidneys. **** *p* < 0.0001, n = 5 each. Scale bar: 50 μm. (**A**,**B**) Data are presented as the mean ± SEM. A two-way ANOVA with Tukey’s post hoc analysis.

## Data Availability

Data is contained within the article or supplementary material. RNA-seq data is available in the Gene Expression Omnibus repository at URL https://www.ncbi.nlm.nih.gov/geo/ (accessed on 27 February 2023), reference number GSE163862.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox12040900/s1, Figure S1: Repeated low-dose cisplatin administration triggers KIN pathogenesis in FAN1KO kidneys; Figure S2: KIN is associated with impaired oxidative phosphorylation and fatty acid oxidation; Figure S3: Chronic cisplatin injury leads to reduced PPARa and CPT1 expression in FAN1KO kidneys; Figure S4: JP4-039 blocks the formation of cellular ROS in cisplatin-treated FAN1KO hRTECs; Figure S5: FAN1KO hRTECs are hypersensitive to cisplatin toxicity; Figure S6: JP4-039 prevents tubular injury in cisplatin-treated FAN1-null kidneys; Figure S7: JP4-039 suppresses oxidative stress and DNA damage in cisplatin-treated FAN1-null kidneys; Figure S8: JP4-039 prevents the loss of FAO enzymes in cisplatin-treated FAN1-null kidneys; Table S1: List of antibodies and lectins used in the study; Table S2: List of genotyping and quantitative RT-PCR primers and NCBI gene accession numbers.

# Supplementary material for: Mitochondrial ROS Triggers KIN Pathogenesis in FAN1-Deficient Kidneys
**Source:** Antioxidants (Basel). 2023 Apr 8;12(4):900. doi: 10.3390/antiox12040900
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES AND TABLES

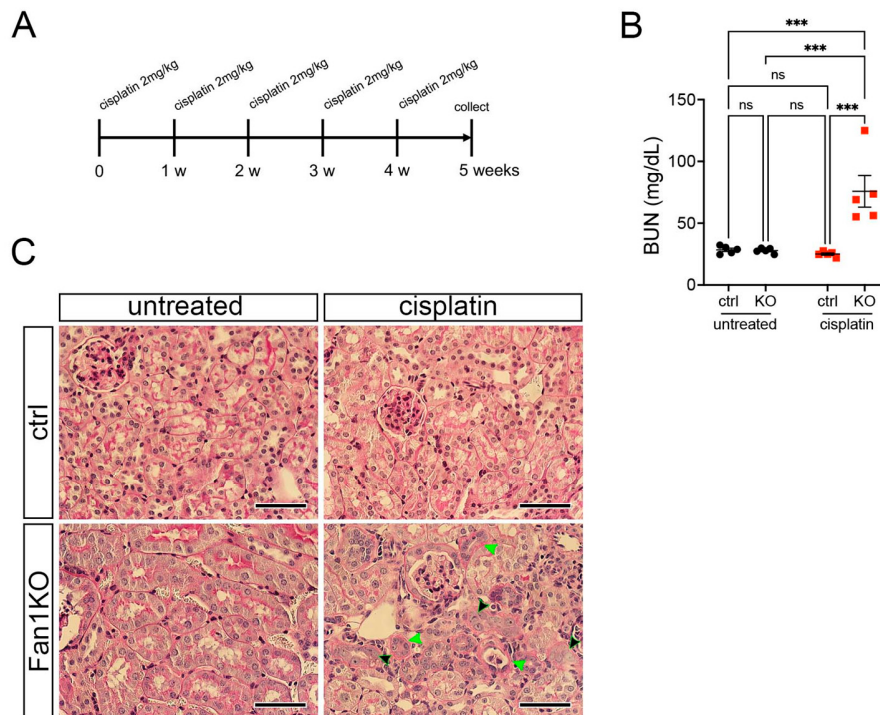

**Supplementary Figure S1. Repeated low dose cisplatin administration triggers KIN pathogenesis in *Fan1* KO kidneys.**

(A) Schematic diagram of repeated low dose cisplatin administration.

(B) Blood urea nitrogen levels were measured at the time of kidney collection, 5 weeks after the first cisplatin injection. 2-way ANOVA, n=5 mice each group, \*\*\*p<0.001.

(C) Representative images of Periodic acid–Schiff (PAS) stained kidney samples. *Fan1* KO mice develop KIN after 5 weeks of cisplatin injection, characterized by tubular atrophy, formation of karyomegalic nuclei (black arrowheads) and segmental basement membrane thickening (green arrowheads) in the proximal tubules. Scale bars 60  $\mu$ m.

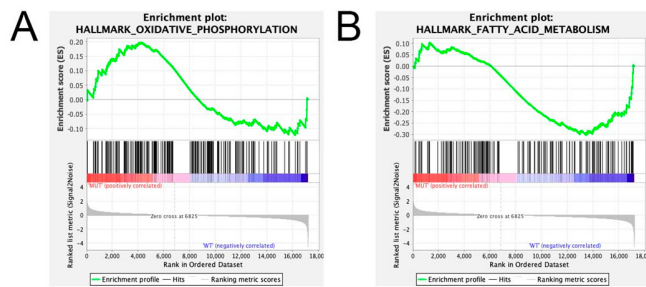

**Supplementary Figure S2. KIN is associated with impaired oxidative phosphorylation and fatty acid oxidation.**

**(A)** Gene-set enrichment signature of oxidative phosphorylation (OXPHOS) genes in untreated *Fan1*KO vs control kidneys. OXPHOS gene set is upregulated in *Fan1* KO kidneys.

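In the saline libraries, the Reactome set of oxidative phosphorylation had an enrichment score of 0.20 and an NES of 0.83 in FAN1KO against wild-type kidneys (permutation p 0.358 from 10000 random gene sets; NES 1.07 with the replicate block and the ranking by moderated t). Leaving out 1 library at a time moved the NES from −0.81 to 1.16, and ranking by the signal-to-noise ratio of log2(TPM + 1) gave −0.39.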

**(B)** Gene-set enrichment signature of fatty acid metabolism (FAO) genes in untreated *Fan1*KO vs control kidneys. FAO gene set is down regulated in *Fan1* KO kidneys.

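Fatty acid metabolism had an enrichment score of −0.25 and an NES of −0.87 in the same comparison (permutation p 1, and NES −1.12 with the replicate block). The NES went from −1.11 to 0.69 when 1 library at a time was left out, and from −1.19 to −0.57 across the other processing choices.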

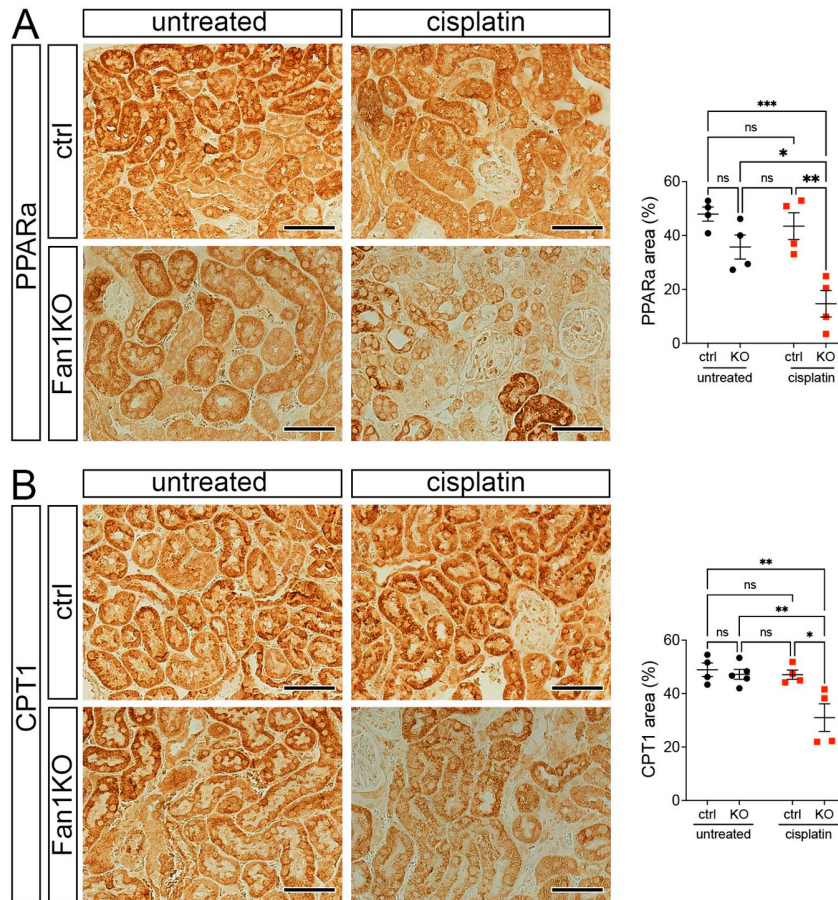

**Supplementary Figure S3. Chronic cisplatin injury leads to reduced PPARα and CPT1 expression in Fan1 KO kidneys.**

**(A)** Representative immunohistochemical staining of PPARα in control and *Fan1* KO kidney samples +/- treated with cisplatin. Scale bars 60 μm. Quantification of PPARα immunostaining in randomly chosen fields of kidney cortical areas. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, n=4 each.

**(B)** Representative immunohistochemical staining of CPT1 in control and *Fan1* KO kidney samples +/- treated with cisplatin. Scale bars 60 μm. Quantification of CPT1 immunostaining in randomly chosen fields of kidney cortical areas. \*p<0.05, \*\*p<0.01, n=4 each. **(A-B)** Data are presented as the mean ± SEM. A 2-way ANOVA with Tukeys' post hoc analysis.

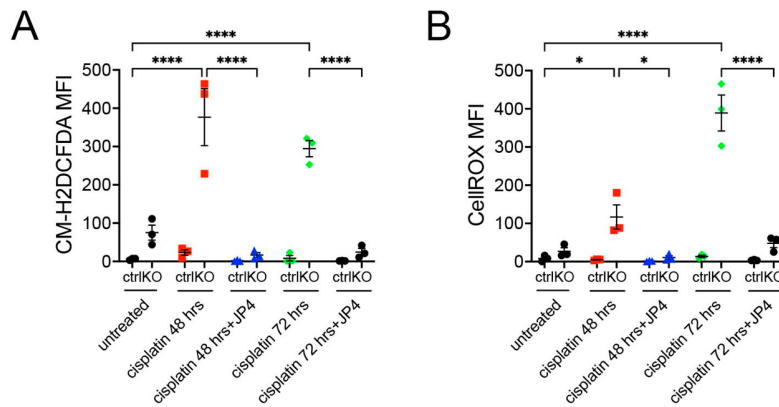

**Supplementary Figure S4. JP4-039 blocks the formation of cellular ROS in cisplatin treated FAN1KO hRTECs.**

**(A)** Quantification of CM-H2DCFDA staining in untreated and cisplatin  $\pm$  JP4-039 treated parental and FAN1KO hRTECs. \*\*\*\* $p < 0.0001$ ,  $n = 4$  each. MFI – mean fluorescence intensity (arbitrary units).

**(B)** Quantification of CellRox staining in untreated and cisplatin  $\pm$  JP4-039 treated parental and FAN1KO hRTECs. \* $p < 0.05$ , \*\*\*\* $p < 0.0001$ ,  $n = 4$  each. MFI – mean fluorescence intensity (arbitrary units). **(A-B)** Data are presented as the mean  $\pm$  SEM. A 2-way ANOVA with Tukeys' post hoc analysis.

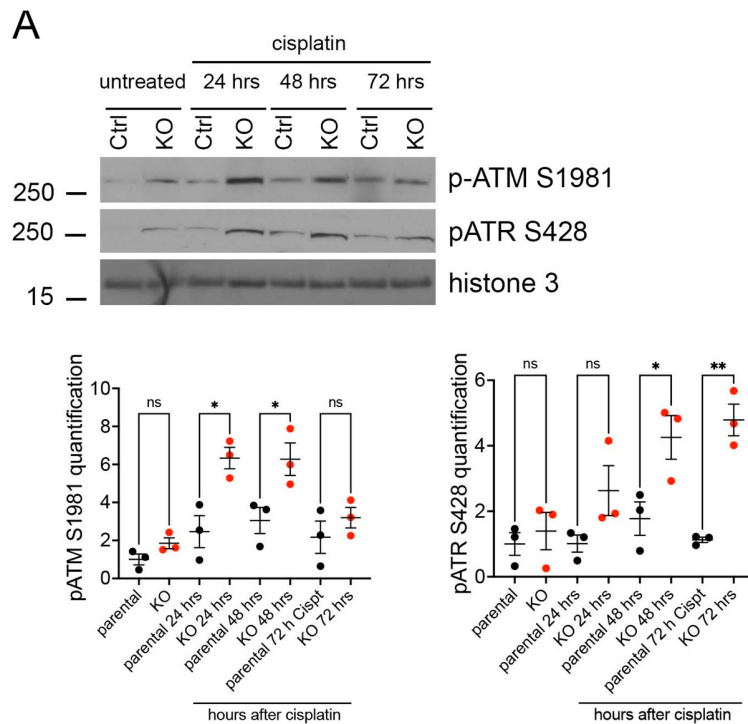

**Supplementary Figure S5. FAN1KO hRTECs are hypersensitive to cisplatin toxicity.**

(A) Representative Western blot analysis of pATM-S1981 and pATR-S428 expression in parental and FAN1KO hRTECs. Histone H3 is used as a chromatin loading control. Cells were  $\pm$  treated with 5  $\mu$ M cisplatin for 1 hour and collected for analysis 24 hours, 48 hours and 72 hours later. Quantification of pATM-S1981 and pATR-S428 levels in parental and FAN1KO hRTECs is based on 3 independent experiments. \* $p < 0.05$ , \*\* $p < 0.01$   $n = 3$  each. Data are presented as the mean  $\pm$  SEM. Ordinary 1-way ANOVA with Tukeys' post hoc analysis.

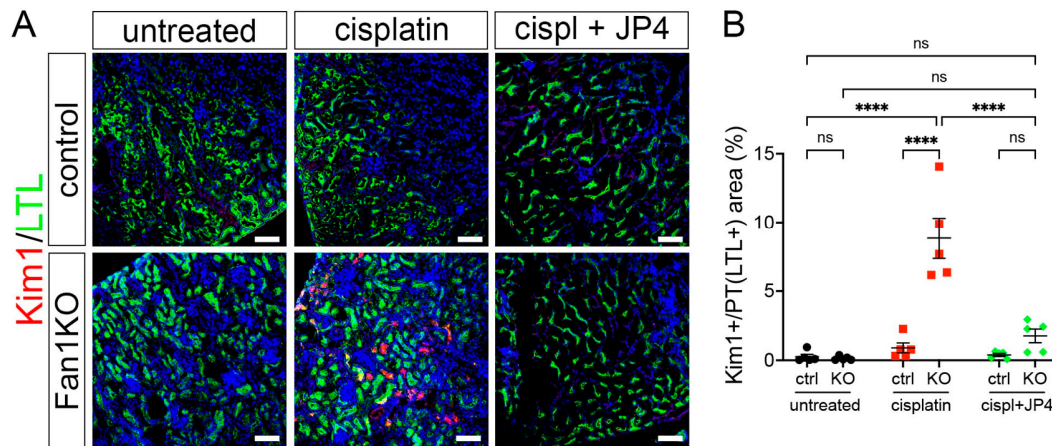

**Supplementary Figure S6. JP4-039 prevents tubular injury in cisplatin treated *Fan1*-null kidneys.**

**(A)** Kim1 expression analysis by immunofluorescence staining in untreated and cisplatin ± JP4-039 treated control and Fan1KO kidneys. Scale bar 75  $\mu$ m.

**(B)** Quantification of the Kim1-positive area in LTL-positive proximal tubules shows a significant upregulation of Kim1 in Fan1KO kidneys. \*\*\*\* $p < 0.0001$ ,  $n = 5$  each. Data are presented as the mean  $\pm$  SEM. A 2-way ANOVA with Tukeys' post hoc analysis.

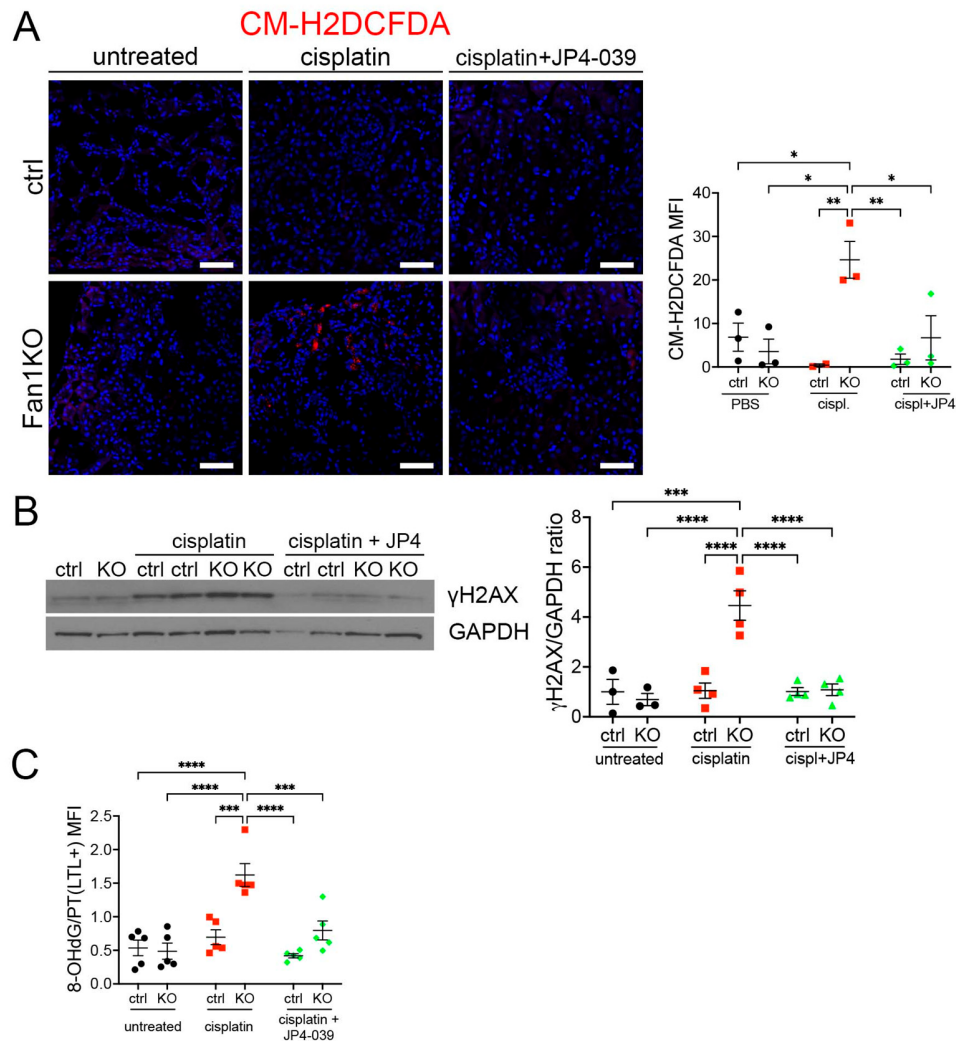

**Supplementary Figure S7. JP4-039 suppresses oxidative stress and DNA damage in cisplatin treated *Fan1*-null kidneys.**

**(A)** Quantification of CM-H2DCFDA staining in untreated and cisplatin ± JP4-039 treated kidneys. \*p<0.05, \*\*p<0.01. MFI - mean fluorescent intensity. Scale bar 50 μm.

**(B)** Western blot analysis of γH2AX in untreated and cisplatin ± JP4-039 treated kidneys. GAPDH is a loading control. Densitometric analysis was performed using NIH ImageJ software (n=3-4). \*\*\*p<0.001, \*\*\*\*p<0.0001.

**(C)** Quantification of 8-OHdG staining in LTL-positive proximal tubules in untreated and cisplatin ± JP4-039 treated kidneys. \*\*\*p<0.001, \*\*\*\*p<0.0001. 2way ANOVA, MFI - mean fluorescent intensity.

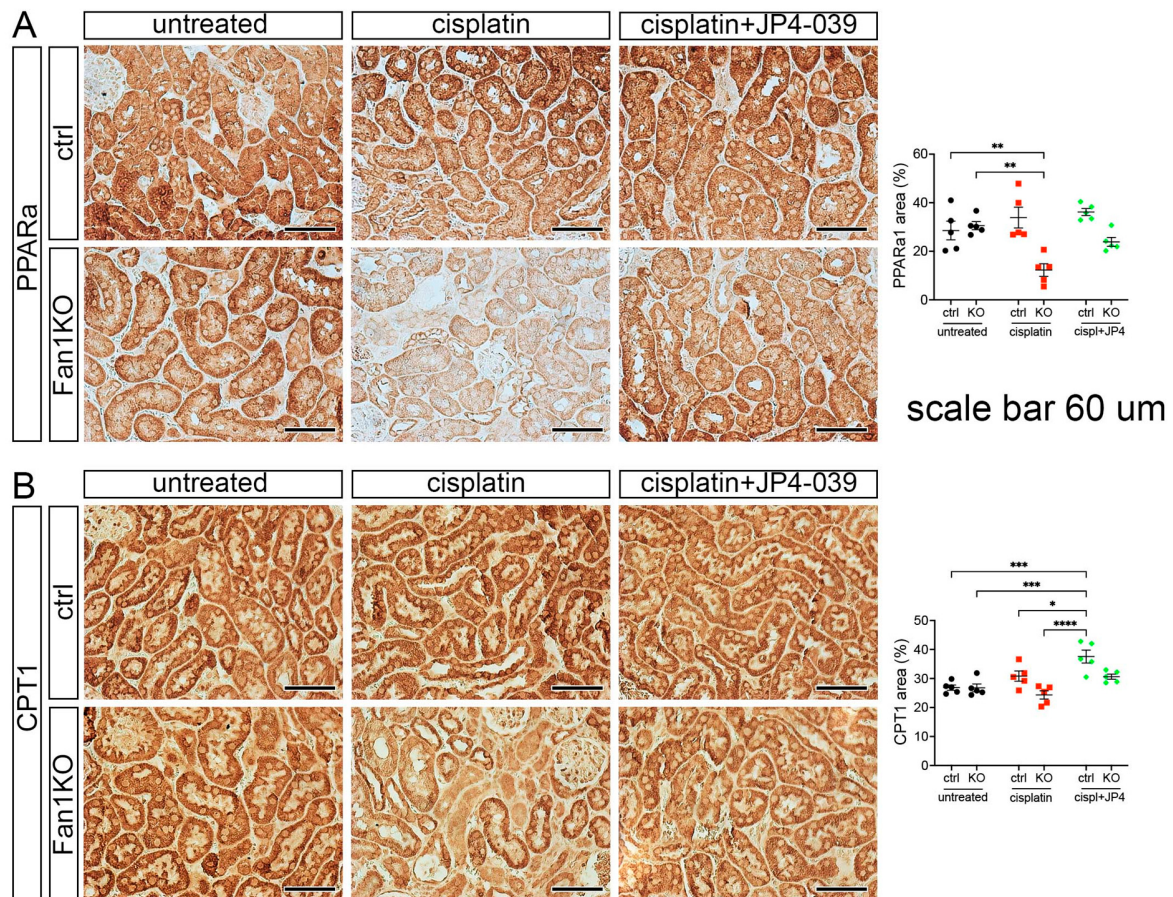

**Supplementary Figure S8. JP4-039 prevents the loss of FAO enzymes in cisplatin treated *Fan1*-null kidneys.**

(A) Immunohistochemistry staining for PPAR $\alpha$  in the kidneys of mice. Scale bars 60  $\mu$ m. Data are presented as mean  $\pm$  SEM. \*\* $p < 0.01$ .

(B) Immunohistochemistry staining for carnitine palmitoyltransferase-1a (CPT1a) in the kidneys of mice. Scale bars 60  $\mu$ m. Data are presented as mean  $\pm$  SEM. \* $p < 0.05$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

**Supplementary Table S1. Antibodies and lectins used in this study**

| <b>Antibody</b>                       | <b>Source</b>       | <b>Identifier</b> |
|---------------------------------------|---------------------|-------------------|
| Rodent OxPhos                         | ThermoFisher        | #45-8099          |
| Rabbit Phospho-Histone H2A.X (Ser139) | Cell Signaling      | #9718             |
| Rabbit 4-Hydroxynonenal (4-HNE)       | R&D systems         | MAB3249           |
| Rabbit PPARA                          | Proteintech         | 15540-1-AP        |
| Rabbit CPT1A                          | Proteintech         | 15184-1-AP        |
| Phospho-ATM (Ser1981)                 | Cell Signaling      | #5161             |
| Phospho-ATR (Ser428)                  | Cell Signaling      | #2853             |
| Rabbit FANCD2                         | Abcam               | ab108928          |
| Mouse GAPDH                           | Santa Cruz          | sc-47724          |
| Rat TIM-1/KIM-1/HAVCR                 | R&D systems         | MAB1817           |
| Rabbit Phospho-RPA32 (S4/S8)          | Bethyl Laboratories | A300-245A         |
| Rabbit Histone H3                     | Cell Signaling      | #9715             |
| LTL lectin                            | VectorLaboratories  | FL-1321           |
| Mouse CDC6                            | Santa Cruz          | sc-9964           |
| Rabbit Phospho-Chk1                   | Cell Signaling      | #2348             |
| Mouse 8-oxo-dG                        | R&D systems         | 4354-MC-050       |
| Rabbit Histone H3                     | Cell Signaling      | #9715             |

**Supplementary Table S2. qRT-PCR primers and NCBI gene accession numbers**

| Gene   | Species | Forward                | Reverse                  | NCBI         |
|--------|---------|------------------------|--------------------------|--------------|
| Acadm  | mouse   | AACACAACACTCGAAAGCGG   | TTCTGCTGTTCCGTCAACTCA    | NM_007382    |
| Acadvl | mouse   | CTACTGTGCTTCAGGGACAAC  | CAAAGGACTTCGATTCTGCCC    | NM_017366    |
| CoxIV  | mouse   | ATATTAACCGGCGCTACGAC   | ATAGTCCCCTTGGCGGAGA      | NM_001293559 |
| Cpt2   | mouse   | CACAACATCCTGTCCACCAG   | GCATCGAACATGTCTTCAA      | NM_009949    |
| Echs1  | mouse   | AGCCTGTAGCTCACTGTTGTC  | ATGTAAGTAAAGTTAGCACCCG   | NM_053119    |
| Gapdh  | mouse   | GACTTCAACAGCAACTCCCA   | TGTAGCCGTATTCATTGTCATACC | NM_001289726 |
| Ndufa1 | mouse   | ATTATGGGGGTGTGCTTGGT   | ATCGCGTTCCATCAGATACC     | NM_019443    |
| Sdha1  | mouse   | GGAACACTCCAAAAACAGACCT | CCACCACTGGGTATTGAGTAGAA  | NM_023281    |

How the deposited data were processed for this re-analysis (not part of the article)

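The data were 12 whole-kidney RNA sequencing libraries, 3 mice in each of 4 groups (wild-type and FAN1KO, saline and cisplatin), and the groups and replicate numbers were taken from the sample labels. The authors deposited 1 table of TPM for 27179 genes, identified by NCBI Gene number. The aligner, annotation and program behind these TPM are not stated in the paper, its supplement or the labels. Each library's TPM summed to 1000000, and all 12 columns of values were used (columns left out, 0). Gene names came from the table of RefSeq genes of assembly GRCm38.p6, which names all but 1904 of the identifiers; that reference may not be the one the authors used, so it served for names and neighbours only.

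Reads per library are not stated. They were recovered from the steps in the TPM, which within a library are whole reads divided by gene length: all 232991 values above 0 came out whole, against 3 of 500 genes whose values were moved at random, and 267 of 270 small RNA genes had their annotated length. The recovered reads assigned to genes were 56875852, 41917188 and 82947313 (wild-type saline), 50066193, 42423746 and 43966876 (FAN1KO saline), 58016221, 39819749 and 37202026 (wild-type cisplatin) and 39110822, 40193484 and 39039697 (FAN1KO cisplatin). A single read in a gene of 1 kilobase was therefore worth 0.0200 to 0.0478 TPM. These reads served for the check on depth and for 1 alternative only.

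Genes with a TPM of at least 1 in at least 3 of the 12 libraries were tested (14972). Values were log2(TPM + 1). limma 3.58.1 in R 4.3.3 fitted 4 group means to all 12 libraries with empirical Bayes moderation and a mean-variance trend, and gave 4 comparisons of groups and the genotype by treatment interaction, each with Benjamini–Hochberg adjustment over genes and a threshold of 0.05. Single genes were also compared by the exact permutation test of 3 against 3 mice.

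Gene sets were the mouse Reactome sets that come with fgsea 1.28.0, since the Hallmark and gene ontology sets were not used here: oxidative phosphorylation (the respiratory electron transport set with ATP synthesis, 98 genes tested), fatty acid metabolism (82), the tricarboxylic acid cycle (19), mitochondrial fatty acid beta-oxidation (15), metabolism (1275), solute carrier transport (194) and biological oxidations (127). The set called fatty acid metabolism is that of fatty acid, triacylglycerol and ketone body metabolism. Enrichment used fgsea's simple method with weight 1 and 10000 random gene sets on the signal-to-noise ratio, with each group's SD at least 0.2 of its mean. Its p is given as 2 times the share of random sets at least as extreme on the observed side, at most 1, beside the share among the random sets of the same sign, by which the NES is scaled. Few random sets scored below 0 in some comparisons, so the 2 p can part and those NES are imprecise. The set medians were tested by limma's camera with a preset inter-gene correlation of 0.01 and adjusted over the 10 combinations of set and comparison. Over-representation used the one-sided Fisher's exact test against all genes tested, adjusted over 7 sets.

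The genes named are those the paper names for mouse kidney by RNA, protein or primer, the 5 largest rises and 5 largest falls in FAN1KO against wild-type kidneys under cisplatin with an adjusted p under 0.05 and no overlap of the 3 values with the other 3, and the 3 largest falls by the same rule in each of the 2 main sets. Same-numbered libraries of different groups are different mice; the pairing by replicate number comes from the labels alone, and each fit was repeated with that number as a block. The other alternatives tried were a pseudocount of 0.1, no filter on low values, only the 6 libraries of the comparison, median-ratio scaling, mitochondrially encoded genes left out, a Y-linked covariate (the mean of Ddx3y, Eif2s3y, Kdm5d and Uty), no mean-variance trend, added or looser thresholds, other rankings, lists of gene symbols in place of the sets, an estimated inter-gene correlation, and each library left out in turn; 1 more, limma's voom on the recovered reads, was chosen after seeing the data.

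The steps were tested on simulated data before use. In libraries drawn from the real means and depths with 200 genes changed 2-fold in 1 group, 197 of 200 were recovered among 14589 genes tested, with 7 unchanged genes called. Genes were drawn independently with the same dispersion for all, without a difference in sex, and no low gene was changed. These counts test the steps and are not error rates for the real libraries. The recovery of reads returned every count for 2800 of 2801 simulated genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were also used. Quantitative PCR, blots, staining, respirometry and cell lines of the paper were not analysed here.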

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

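The tests on immune cell markers and on the places of genes along the chromosomes were chosen only after the patterns were seen, the others before their results were seen. Groups of 3 were not tested for single outlying libraries.

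The effect of cisplatin differed between the genotypes, by a test of the difference itself, for 935 genes. After every library was thinned to the 37202026 reads of the shallowest, 842 genes were past the threshold, so the difference in depth between libraries does not account for the count. Median-ratio scaling gave 484 genes, and the Y-linked covariate 4734. Of the 32 ways to swap saline and cisplatin labels within same-numbered pairs, counted with the real one, 8 gave as many genes. The 8, the real one among them, are those that keep the FAN1KO groups whole and exchange wild-type libraries or none, so the count of splits follows the FAN1KO response and does not test the difference between genotypes, which it leaves not told apart from grouping. Of the 32, 8 keep 1 library with Y-linked RNA in each group, and 4 of these gave as many genes; in the others sex enters as well.

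In that interaction, oxidative phosphorylation lay −0.33 and fatty acid metabolism −0.28 from the median of all genes. These distances were reached in size by 12 and 4 of the 32 splits, and the set medians themselves, which lay near 0, by 22 and 32. The proximal tubule markers (17 genes) had a median interaction of −0.92 (camera, adjusted p 2.36e-13 over 35 tests, 17 of 17 negative), the tubule injury markers (9 genes) 2.73 (adjusted p 2.74e-07, all 9 positive) and the p53 targets 0.91 (adjusted p 0.00265, 11 of 12 positive). The share of 10000 random lists matched on expression level with medians as far out was 0% for the proximal tubule markers and 0% for the injury markers. These lists were written before the values were seen. Of the 32 splits, 8 gave a median as large for the proximal tubule markers, 8 for the injury markers and 18 for the p53 targets. Splits that exchange wild-type libraries alone carry the whole FAN1KO response here too. Some splits that exchange FAN1KO libraries still reached the values of oxidative phosphorylation, the injury markers and the p53 targets. By the splits, these differences cannot be told apart from grouping, nor are they shown to come from it. The mean log2(TPM + 1) of the injury markers was 7.84 to 8.41 in FAN1KO cisplatin libraries and 3.50 to 5.69 in all others. This gap argues against grouping for the injury markers.

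Among the genes named, the interaction was past the threshold for Sdha (−0.70), Acadm (−0.78), Uqcrc2 (−0.66), Ndufs1 (−0.78), Etfa (−0.69), Oxct1 (−1.20), Havcr1 (5.53), Krt20 (4.45), Lcn2 (5.80), Pvalb (−3.68), Hba-a2 (−6.23), Hba-a1 (−5.89), Hbb-b1 (−5.59) and Hbb-bs (−5.88). In all of these the FAN1KO kidneys moved further under cisplatin than wild-type kidneys. The splits were not run for single genes.

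The wild-type cisplatin group against wild-type saline is a comparison whose genes the paper does not report. The 12 p53 targets listed before the values were seen had a median log2 fold change of 1.34 there (camera, adjusted p 7.63e-50, 12 of 12 higher), and the count of genes past the threshold was 9 higher and 0 lower (67 lower at an unadjusted p under 0.05). Thinning to equal depth left the median at 1.34, median-ratio scaling at 1.25, and 0% of random lists matched on expression level were as high. Of the 4 splits that part every same-numbered pair, only the real one (1 of 4) gave a median as large (at most 0.65 in the others, and 0.56 in the 1 of these that keeps 1 library with Y-linked RNA on each side), and the count of higher genes was likewise reached by 1 of 4 and that of lower genes by 4 of 4, since it was 0 in all. With 4 splits a share under 0.05 is out of reach whatever the data, so this test alone cannot tell the pattern apart from grouping and counts neither for nor against it. The mean log2(TPM + 1) of the targets was 3.55 to 3.83 in the 3 saline and 4.96 to 5.64 in the 3 cisplatin libraries. In FAN1KO kidneys it was 3.66 to 3.78 under saline and 6.00 to 6.49 under cisplatin. Every cisplatin library of either genotype thus lay above every saline library. This gap argues against grouping for the p53 targets. A response of wild-type kidneys to cisplatin is a candidate explanation.

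Oxidative phosphorylation lay −0.14 from the median of all genes in that same comparison, with 79 of 98 genes below 0. Random sets matched on length, GC content and expression level reached that distance in 0% of draws. Its NES was the largest of the 4 splits (1 of 4), but its median and its distance from the median of all genes were reached by 2 and 2 of 4. The other split that reached that distance put both libraries with Y-linked RNA on one side, so that sex enters it; the mixed split with 1 of them on each side gave 0.0017. As for the p53 targets, 4 splits alone cannot tell this fall apart from grouping and count neither for nor against it.

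Across genotypes, 71 genes differed the same way under saline and cisplatin. A strain variant carried along with the Fan1 deletion would place them near Fan1: 1 of the 100 tested genes nearest to it was among them (Fisher's exact test, one-sided p 0.375). Ugt2b38, Trim12a and 100504526 were among those higher and Acadm among those lower. Those with a known place formed 2 neighbouring pairs along the chromosomes, where random placing gave 0.312 on average (permutation p 0.0384), but both pairs lie on the chromosome of Fan1, so they do not point to strain variants at other places in the genome, from which the pattern cannot be told apart. Of the 68 genes with a known place, on 15 chromosomes, only 8 lie on that of Fan1, so a segment carried along with Fan1, however wide, does not account for the others. Of the 2 neighbouring pairs, named after their values were seen, Klk1b22 and Klk1b27 are paralogs that could share reads, and Pik3c2a and Nucb2 are not. The paper and the sample labels describe the strain background of the mice differently, so it is not known which holds here.

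The globin genes Hba-a2 (−7.68), Hba-a1 (−7.52), Hbb-b1 (−7.48) and Hbb-bs (−7.15) fell in FAN1KO against wild-type kidneys under cisplatin. Alas2, an erythroid gene that is not a globin, fell too, with a log2 fold change of −4.01, against the removal of globin transcripts from some libraries. The immune cell markers had a median of 0.57 (camera, adjusted p 0.868), not told apart from other genes, and immune cells that entered the tissue would raise it, so fewer blood cells of every kind cannot be told apart from other explanations. Fewer red cells or their precursors in these kidneys may explain the fall, but blood left in the tissue when kidneys were collected cannot be told apart from it.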

How the results depend on the processing

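Except for voom, the alternatives were set before the data were examined. Over-representation of mitochondrial fatty acid beta-oxidation, fatty acid metabolism, metabolism, solute carrier transport and biological oxidations, the NES of both sets in FAN1KO against wild-type kidneys under cisplatin and in cisplatin against saline in FAN1KO kidneys, and the NES of oxidative phosphorylation in cisplatin against saline in wild-type kidneys kept their direction and their side of the threshold under every alternative run. For the NES, the threshold was applied to the permutation p from all random sets. Among random sets with a score below 0 alone, the permutation p of oxidative phosphorylation in cisplatin against saline in FAN1KO kidneys was 0.0556. The cause of each change below was not tested unless stated. Counts are given as lower then higher.

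Asking for a fold change of 2 besides the adjusted p left 224 and 857 genes in FAN1KO against wild-type under cisplatin, 37 lower under saline, 198 and 1801 in cisplatin against saline in FAN1KO kidneys, and 535 in the interaction. With an unadjusted p in its place the counts were 280 and 1004, 173 and 111, 230 and 1899, and 7 and 86 in wild-type kidneys. With lists so restricted, by either p, the over-representation ratios of oxidative phosphorylation and the tricarboxylic acid cycle fell to 0, since their falls were under 2-fold.

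Median-ratio scaling moved the median of all genes from 0.24 to −0.027 in FAN1KO against wild-type under cisplatin and from 0.37 to −0.034 in cisplatin against saline in FAN1KO kidneys. It gave 1155 and 1277 genes in the first, 2098 and 2108 in the second, 1 and 14 in wild-type kidneys and 484 in the interaction. The share of higher calls went from 81.8% to 52.5% and from 87.7% to 50.1%, and under saline from 44.4% to 53.1%. The medians turned for oxidative phosphorylation under saline (0.043) and for fatty acid metabolism under saline (0.036) and under cisplatin against saline in FAN1KO (−0.35) and wild-type kidneys (−0.067), where the NES of fatty acid metabolism was −1.14, no longer past the threshold. Single genes turned as well: under cisplatin Ndufa1 (−0.24), Cox4i1 (−0.037), Ndufb8 (−0.028) and Gapdh (−0.28), and under saline Ndufa1 (0.046), Cpt2 (0.033), Ppara (0.0080), Cpt1a (0.045), mt-Co1 (0.031) and Etfa (0.0019). Leaving out the mitochondrially encoded genes gave 1863 higher genes in FAN1KO under cisplatin (71.5% of calls), 14 higher in wild-type kidneys, 599 in the interaction, a median of −0.025 for fatty acid metabolism in cisplatin against saline in FAN1KO kidneys, an NES of −0.98 for it in wild-type kidneys, and, under cisplatin, −0.036 for Ndufa1 and −0.072 for Gapdh. That the mitochondrially encoded share of TPM fell shows part of the cause: TPM of the other genes must rise when it falls.

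Limma's voom on the recovered reads, scaled by median ratio and chosen after seeing the data, gave 1113 and 1274 genes under cisplatin, 2090 and 2048 in FAN1KO kidneys and 223 in the interaction; medians of 0.050 and 0.036 under saline, −0.36 and −0.070 for fatty acid metabolism in cisplatin against saline; and −0.24, −0.038, −0.032 and −0.28 for Ndufa1, Cox4i1, Ndufb8 and Gapdh under cisplatin. Under saline it gave 0.068, 0.046, 0.0046, 0.057, 0.031 and 0.017 for Ndufa1, Cpt2, Ppara, Cpt1a, mt-Co1 and Etfa.

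With the Y-linked score in the fit, the counts were 1288 and 6035, under saline 248 and 173, in cisplatin against saline 1222 and 7919 (FAN1KO) and 1 and 57 (wild-type), and 4734 in the interaction; all 654 and 2931 genes called under cisplatin without it were called with it. The interaction median of fatty acid metabolism was 0.0013, and its NES in wild-type kidneys 0.83.

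Same-numbered libraries correlated at −0.24 to −0.14 in the 4 comparisons and at 0.018 over all pairs of groups. In each of the 4, the libraries with Y-linked RNA had different numbers in the groups compared, so sex enters these correlations. The block moved the counts to 29 and 32 under saline, 0 higher in wild-type kidneys (334 at an unadjusted p under 0.05) and 424 in the interaction, and the NES of fatty acid metabolism in wild-type kidneys to 0.94.

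Without the filter 36 genes were lower under saline, the interaction median of fatty acid metabolism was 0.041 and its NES in wild-type kidneys −0.91. A pseudocount of 0.1 gave 0.00057 for that interaction median. Fits of only the 6 libraries of a comparison gave 1721 higher genes under cisplatin, 16 and 11 under saline, 0 higher in wild-type kidneys (321 at an unadjusted p under 0.05) and a ratio of 2.02 for oxidative phosphorylation (Fisher's exact test, adjusted p 0.0773; over its alternatives from 2.32e-05 to 1).

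With the inter-gene correlation estimated, the medians of −0.045 and −0.044 (FAN1KO against wild-type, cisplatin), 0.11 (fatty acid metabolism, cisplatin against saline, FAN1KO), −0.056 (oxidative phosphorylation, the same in wild-type), −0.048 and −0.00025 (interaction) were no longer past the threshold, and that of −0.11 (oxidative phosphorylation, cisplatin against saline, FAN1KO) was past it by the unadjusted p (0.0314) but not by the adjusted one (0.152), so camera's results rest on the preset correlation. With symbol lists the median of fatty acid metabolism in cisplatin against saline in FAN1KO kidneys was −0.35, and its NES in wild-type kidneys −0.85. Ranking by moderated t or by log2(TPM + 1) gave 0.81 and 0.40 for that NES, and the latter gave −0.39 for oxidative phosphorylation under saline.

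Leaving out 1 library at a time gave 370 to 605 and 1169 to 2943 genes under cisplatin, 19 to 41 and 22 to 38 under saline, 482 to 685 and 3140 to 5391 in FAN1KO kidneys, 0 and 0 to 41 in wild-type kidneys (67 lower at an unadjusted p under 0.05 with all 12 libraries), and 269 to 1197 in the interaction. The medians of oxidative phosphorylation ran from −0.12 to −0.016 and −0.042 to 0.037 (FAN1KO against wild-type, cisplatin and saline), −0.20 to −0.065 and −0.12 to −0.026 (cisplatin against saline, FAN1KO and wild-type) and −0.13 to 0.021 (interaction), and those of fatty acid metabolism, in the same order, from −0.12 to 0.055, −0.16 to 0.030, 0.022 to 0.14, −0.026 to 0.12 and −0.11 to 0.10. The NES under saline ran from −0.81 to 1.16 and −1.11 to 0.69, and that of fatty acid metabolism in wild-type kidneys from −1.30 to 0.64. The genes that changed sign were Fan1 (−0.39 to 0.022), Ndufa1 (−0.027 to 0.15), Ppara (−0.34 to 0.11) and Gapdh (−0.077 to 0.16) under cisplatin, and under saline Ndufa1 (−0.079 to 0.10), Sdha (−0.037 to 0.14), Cpt2 (−0.12 to 0.068), Ppara (−0.22 to 0.045), Cpt1a (−0.16 to 0.071), Uqcrc2 (−0.027 to 0.12), mt-Co1 (−0.18 to 0.086), Ndufb8 (−0.016 to 0.13) and Ndufs1 (−0.055 to 0.047). Calls of single genes changed in 21 more cases (20 weaker, 1 stronger), Acadm under saline and Atp5a1, ND4L, Acadvl and Havcr1 under cisplatin among them, and under the other alternatives in 17 (15 weaker, 2 stronger).

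Each comparison has 10 splits of its 6 libraries; only the 4 that part every same-numbered pair were counted, since the other 6 put a whole same-numbered pair into each group, and with 4 no share can be under 0.05. In each comparison 2 of the 3 mixed splits also put both libraries with Y-linked RNA on one side, so that sex enters them; the third gave an NES of 4.09 in size for oxidative phosphorylation in FAN1KO against wild-type under cisplatin and 4.95 in FAN1KO kidneys. The counts under cisplatin (1 and 1 of 4), under saline (1 and 1 of 4) and in FAN1KO kidneys (1 and 1 of 4), and all 7 over-representation ratios (1 of 4 each), were reached by the real split alone; the ratios add nothing to the counts here, since without called genes they are set to 0. The NES of oxidative phosphorylation was reached by 2 and 4 of 4 (FAN1KO against wild-type, cisplatin and saline), and 2 of 4 (FAN1KO kidneys), and that of fatty acid metabolism by 1, 3, 2 and, in wild-type kidneys, 3 of 4. The medians were reached by 3, 3 and 2 of 4 for oxidative phosphorylation and 4, 3, 1 and 4 of 4 for fatty acid metabolism.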

Differences from the paper's values

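The paper gives an NES of −2.754839 for fatty acid metabolism in FAN1KO against control kidneys under cisplatin, without an error; the Reactome set gave −2.15, with an SD of 0.0777 over the 6 fits that each left out 1 library. None of the alternatives set before the data were examined came within that SD. They ran from −3.40 with symbol lists to −1.14 with the ranking by log2(TPM + 1), and from −2.19 to −1.99 over the fits that left out 1 library. The paper used another gene set, and that SD does not measure the choice of set. Exchanging the set for symbol lists moved the NES past the paper's value, so this gap cannot be told apart from the difference in sets. Its enrichment score was −0.42 here and about −0.52 in the paper (Fig. 1C, read by eye); median-ratio scaling gave −0.53, within the SD of 0.0288, and the other alternatives set before the data were examined did not close the gap. For oxidative phosphorylation the NES of −2.285536 in the paper and −2.38 here differed by less than the SD.

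The paper states that Ndufa1 was diminished in cisplatin-treated FAN1KO kidneys, from quantitative PCR; by RNA sequencing its log2 fold change was 0.064 (adjusted p 0.755). It turned negative under median-ratio scaling (−0.24), with mitochondrially encoded genes left out (−0.036), and under voom, chosen after seeing the values (−0.24), but in none of these was it called (adjusted p from 0.507 to 0.883 over the alternatives).

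The paper states that the 2 gene sets were altered in untreated FAN1KO kidneys, oxidative phosphorylation upward and fatty acid metabolism downward. The enrichment scores had those directions under the signal-to-noise ranking of TPM, but neither set was past the threshold here (NES 0.83, permutation p 0.358, and −0.87, permutation p 1), nor under the alternatives set before the data were examined, except that oxidative phosphorylation passed it when wild-type saline replicate 3 or FAN1KO saline replicate 2 was left out (NES up to 1.16, permutation p down to 0.0128).

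The paper states that alterations in these pathways were further amplified after cisplatin treatment in FAN1KO kidneys, leading to accelerated KIN pathogenesis, but not in wild-type kidneys; it does not say outright that the pathways stayed as they were there. Oxidative phosphorylation was lower in wild-type kidneys under cisplatin than under saline, with an NES of −3.08 and a median log2 fold change of −0.056; its adjusted p from camera was 3.68e-12, and 0.152 with the inter-gene correlation estimated, the highest of the alternatives, whose lowest was 2.97e-13. The interaction was on the side of a larger fall in FAN1KO kidneys (−0.33 from the median of all genes, camera's adjusted p 7.17e-10). With the inter-gene correlation estimated, the adjusted p of the interaction was 0.152 too, and its own median was −0.048. Fatty acid metabolism was not past camera's threshold in wild-type kidneys under cisplatin against saline (adjusted p 0.198).

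The paper states that Acadm was not significantly changed by quantitative PCR in untreated FAN1KO kidneys; by RNA sequencing it was called lower (adjusted p 0.025), and it was not called with the replicate block (0.0548), without the filter (0.057), under median-ratio scaling (0.141), in the fit of 6 libraries (0.127), in 5 of the 6 fits that each left out 1 library, or under voom, chosen after seeing the values (0.22).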

Other observations

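The tests on length and GC content and on Acadvl's neighbours were set before their results were seen; those on scaling and on proximal tubule markers were chosen after the patterns they test.

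In FAN1KO against wild-type kidneys under cisplatin, far more genes were higher than lower, 81.8% of calls. Under median-ratio scaling the share was 52.5%, but this scaling sets the typical gene near 0 (median of all genes −0.027), so a share near 50% is largely built in, and the excess cannot be told apart from the proportions of a fixed total, in which other genes rise when a few abundant genes fall. With the mitochondrially encoded genes left out, 71.5% of calls were higher, so their fall alone accounts for no more than part of it. Mitochondrially encoded RNA made up 13.5% ± 3.22 (SD, n = 3) of TPM in FAN1KO cisplatin kidneys, against 19.4% ± 1.57 in wild-type cisplatin kidneys, lower in 3 of 3 libraries (exact permutation p 0.1, the smallest possible). Whether the amount of RNA per cell changed cannot be read from TPM, and the falls of both sets are falls relative to other genes.

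Oxidative phosphorylation genes are short (mean recovered length 1039 bases against 3256 for all genes tested with a GC value, 95 of 98 members), those of fatty acid metabolism are not (4049 bases, 82 of 82). Of 10000 random sets matched gene by gene on length, GC content and mean expression, 0% lay as far from the median of all genes as oxidative phosphorylation and 0% as far as fatty acid metabolism in FAN1KO against wild-type under cisplatin. Under saline 71.5% and 50.2% did, and 11.2% for fatty acid metabolism in wild-type kidneys under cisplatin against saline, so these 3 values are within what such properties alone give.

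Proximal tubule markers, 17 of 17 lower, had a median log2 fold change of −1.16 in FAN1KO against wild-type kidneys under cisplatin, further than both sets (−0.045 and −0.044). Permuting genes between the lists gave a one-sided p of 1 that the set fell further, for both sets (100000 resamples), which only restates those medians. The falls of both sets in whole kidneys cannot be told apart from fewer proximal tubule cells or less of their RNA. The mean log2(TPM + 1) of the markers was 6.59, 6.78 and 8.09 in FAN1KO and 9.05, 8.03 and 8.15 in wild-type cisplatin kidneys (exact permutation p 0.2), and the highest library of each group was the 1 with Y-linked RNA.

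Acadvl in FAN1KO kidneys was at 179 and 166 TPM in replicate 1 of the saline and cisplatin groups and at 38.5 to 67.1 in the other 4 libraries. A strain variant around Acadvl that differs between the mice might give such steps, and would be expected to carry its neighbours along. The 10 genes on each side followed its deviations between libraries with a mean absolute correlation of 0.17, and 99.1% of genes were followed as closely by theirs, which goes against a wider block; a variant that acts on Acadvl alone was not tested.

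The paper measures PPARA and CPT1A protein; their RNA is another measure. Under cisplatin Ppara (19013) was at a TPM of 29.6 ± 9.87 in wild-type and 26.1 ± 3.16 in FAN1KO kidneys (SD, n = 3; log2 fold change −0.14, SE 0.21, adjusted p 0.675), and Cpt1a (12894) at 165 ± 14.9 and 154 ± 5.96 (−0.091, SE 0.12, adjusted p 0.624). Under saline their log2 fold changes were −0.047 and −0.011, which median-ratio scaling turned positive.

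Marker lists of other cells moved as follows in FAN1KO against wild-type under cisplatin, where the median of all genes was 0.24: thick ascending limb and distal tubule −0.35 (camera, adjusted p 0.00265), collecting duct 0.51 (adjusted p 0.582), fibroblast and matrix −0.10 (adjusted p 0.27) and tubule injury 2.75 (adjusted p 4.41e-06, all 9 higher).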
